# Mechanistic roles of microRNAs in hepatocarcinogenesis: A study of thioacetamide with multiple doses and time-points of rats

**DOI:** 10.1038/s41598-017-02798-7

**Published:** 2017-06-08

**Authors:** Harsh Dweep, Yuji Morikawa, Binsheng Gong, Jian Yan, Zhichao Liu, Tao Chen, Halil Bisgin, Wen Zou, Huixiao Hong, Tieliu Shi, Ping Gong, Christina Castro, Takeki Uehara, Yuping Wang, Weida Tong

## Abstract

Environmental chemicals exposure is one of the primary factors for liver toxicity and hepatocarcinoma. Thioacetamide (TAA) is a well-known hepatotoxicant and could be a liver carcinogen in humans. The discovery of early and sensitive microRNA (miRNA) biomarkers in liver injury and tumor progression could improve cancer diagnosis, prognosis, and management. To study this, we performed next generation sequencing of the livers of Sprague-Dawley rats treated with TAA at three doses (4.5, 15 and 45 mg/kg) and four time points (3-, 7-, 14- and 28-days). Overall, 330 unique differentially expressed miRNAs (DEMs) were identified in the entire TAA-treatment course. Of these, 129 DEMs were found significantly enriched for the “liver cancer” annotation. These results were further complemented by pathway analysis (Molecular Mechanisms of Cancer, p53-, TGF-β-, MAPK- and Wnt-signaling). Two miRNAs (rno-miR-34a-5p and rno-miR-455-3p) out of 48 overlapping DEMs were identified to be early and sensitive biomarkers for TAA-induced hepatocarcinogenicity. We have shown significant regulatory associations between DEMs and TAA-induced liver carcinogenesis at an earlier stage than histopathological features. Most importantly, miR-34a-5p is the most suitable early and sensitive biomarker for TAA-induced hepatocarcinogenesis due to its consistent elevation during the entire treatment course.

## Introduction

Many environmental chemicals and pharmaceuticals can cause liver toxicity and cancer^1, 2^. The majority of these so-called chemical carcinogens act through covalent binding to the DNA (DNA adduct formation), thus known as genotoxic carcinogens^3–5^. Genotoxic carcinogens are commonly determined using the genotoxic battery of assays (e.g., Ames test). Of note, many studies are being developed to improve the accuracy and specificity of these assays^6, 7^. However, some chemical carcinogens act through non-genotoxic mechanisms, known as non-genotoxic carcinogens (NGTCs)^8, 9^. NGTCs are commonly determined by rodent two-year bioassays^10–12^, which are time-consuming, expensive and require a lot of animals. Most unfortunately, the two-year bioassays sometimes fail to identify NGTCs^13^. Many argue that extensive research should be placed on developing new biomarkers and assay models to replace two-year bioassays through enhanced understanding of mechanism underlying NGTCs^14^. Thioacetamide (TAA) is a well-known NGTCs, which is a possible human carcinogen^15^. When administrated orally, it is reported to induce hepatocellular adenomas in rats^16^. In this study, we designed a toxicogenomics experiment involving multiple doses and treatment durations to study microRNA (miRNA) expression of TAA-induced carcinogenicity, thus further our knowledge to NGTCs.

Toxicogenomics has been extensively used for the study of environmental carcinogens^17^. It has been well established that gene expression profiles are associated with carcinogenicity and thus genomics approaches have been used for cancer risk assessment^18, 19^. Many studies have attempted to classify unknown carcinogens based on gene expression profiles^19–21^. MiRNAs, a family of small noncoding RNAs, have been recognized as key regulators for cancer development and progression through regulatory function over multiple cancer-related target genes^22, 23^. They play an important role in regulating mRNAs expression as well as protein translation in both states of physiology and cancer development. In mammals, miRNAs are predicted to control the activity of approximately 30% of all protein-coding genes and have been shown to participate in the regulation of almost every cellular process^24, 25^. Importantly, miRNAs have been observed to be tissue-specific^26^. Distinct miRNA profiles can be assigned to various types of tumors, serving as molecular signatures in cancer diagnostics and prognostics. Recent technological advances have offered several options for miRNA detection and assessment^27^. Among them, next generation sequencing (NGS) has gained an advantage for miRNA profiling, the discovery of novel miRNAs, and isoforms of established miRNAs^28^.

In this study, we examined the change in the expression profile of miRNAs over multiple doses and time-points of treatment with TAA using NGS technology (miRNA sequencing or miRNA-seq). A new integrative bioinformatics workflow was applied to identify differentially expressed miRNAs (DEMs) and their possible regulatory roles within the signaling cascades which could be involved in TAA-induced hepatocarcinogenicity (Fig. 1). To the best of our knowledge, this is so far the very first toxicological study conducted to investigate DEMs at various doses and time points for environmental chemical exposure. We found that the identified DEMs were significantly overrepresented for the liver cancer and many pathways were related to TAA-associated carcinogenicity. Importantly, the expression levels of two DEMs (i.e., rno-miR-34a-5p and rno-miR-455-3p) were found to be changed with almost all treatment conditions. Especially, rno-miR-34a-5p was the most upregulated DEMs throughout the entire treatment, suggesting its potential to be utilized as early and sensitive biomarkers to detect TAA-modulated carcinogenicity. Surprisingly, miR-122, which is a commonly studied circulating miRNA biomarker for liver injury, was not differentially expressed according to neither dose nor time point in the liver tissues treated with TAA.

**Figure 1:**
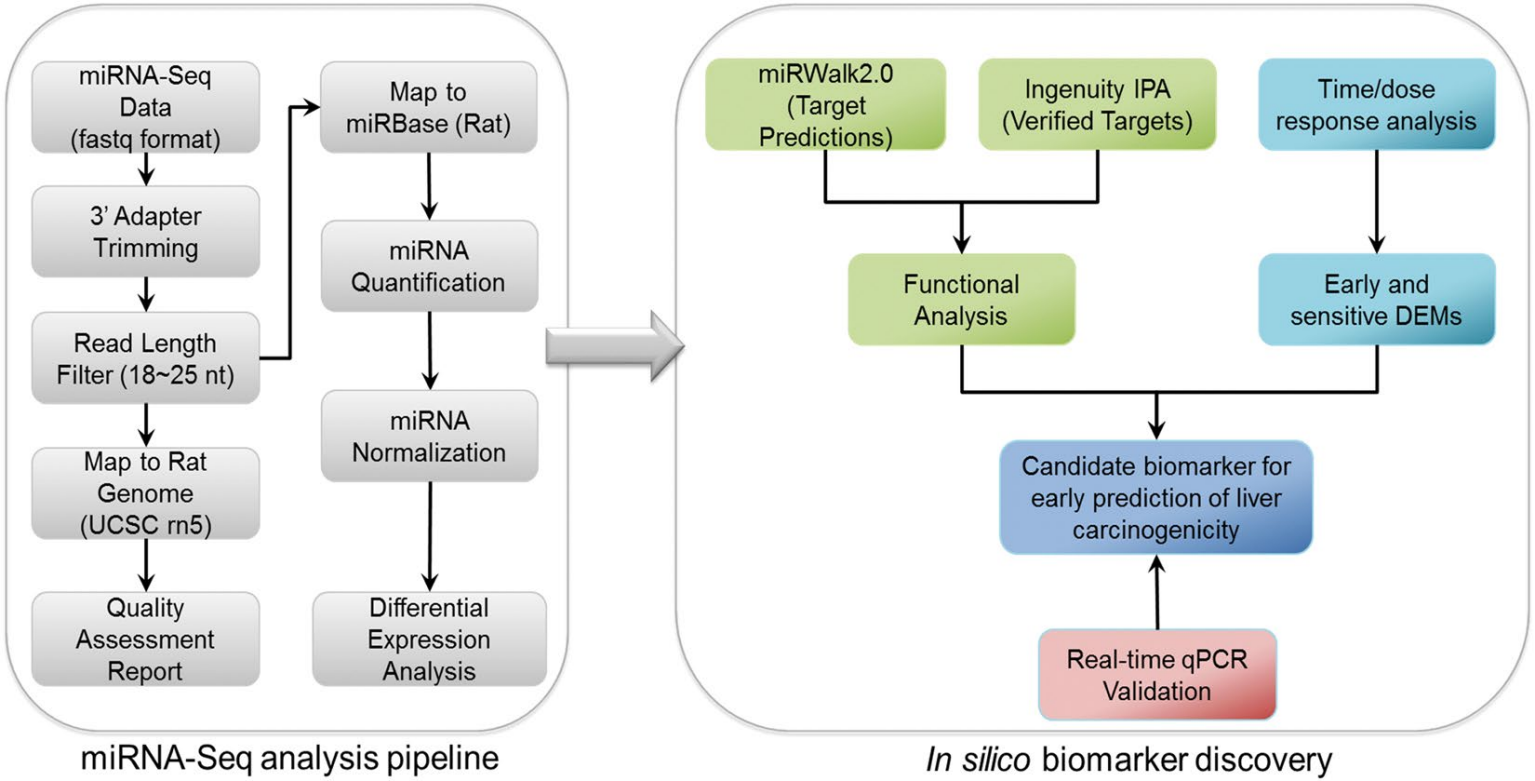
A schematic illustration of the workflow used in the present study to elucidate differentially expressed miRNAs during TAA-induced hepatocarcinogenesis. This workflow can be broadly divided into two sections: miRNA-Seq analysis pipeline and *in silico* biomarker discovery. In miRNA-Seq analysis pipeline, briefly, the adaptor sequence was trimmed from the fastaq files obtained from Illumina HiSeq2000 platform and then reads with a length between 18 to 25 bases were selected to map to the Rattus norvegicus (rn5) genome. Quality control and assessment were carried out on the selected dataset. In a next step, reads were mapped against miRBase (rat) and quantification and normalization were performed to obtain DEMs. In the second section, functional association (using miRWalk2.0 and Ingenuity IPA) and time/dose response analyses were conducted to identify early and sensitive DEMs and their possible regulatory signaling in TAA-induced liver carcinogenicity. Thereafter, qPCR experiments were performed to validate potential biomarker. Information about the programs and their parameters used in this workflow is given in detailed under the Methods section.

## Results

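Liver small RNA was sequenced from 48 male rats in 16 groups of 3, which received TAA for 3, 7, 14 or 28 days at 0 mg/kg (controls), at 4.5 mg/kg in the low dose groups, at 15 mg/kg in the middle dose groups and at 45 mg/kg in the high dose groups. The authors deposited the number of reads that miRDeep2 assigned to each mature miRNA and precursor of miRBase release 21, without normalization and without a filter on low counts. The file lists 847 combinations of mature miRNA and precursor, and 664 mature miRNAs had a read in at least 1 library. A mature miRNA listed for several precursors was represented by the precursor with the most reads. Total counts per library were between 293331 and 14373693 in the controls (median 9842097, n = 12), between 7657717 and 12553774 at low dose (median 9154262, n = 12), between 6602592 and 14207698 at middle dose (median 10657141, n = 12) and between 4829217 and 14906217 at high dose (median 10815988, n = 12). The depth per sample that the paper reports is about 10 M reads, and the values here are the reads counted on miRNAs. The library with 293331 counts was control 3-d replicate 1. Without it the lowest total was 4829217. The 301 miRNAs with at least 5 RPM (reads in every 1 M counted) in at least 3 of the 48 libraries were tested. Each of the 12 treatment conditions was compared with the 3 controls of its time point in a fit of these 6 libraries, with upper quartile normalization and edgeR's quasi-likelihood F-test. As in the paper, a DEM had an unadjusted p-value below 0.05 and a fold change above 1.5. The number with a Benjamini-Hochberg adjusted p-value below 0.05 is given beside it. The paper's text does not state which libraries entered each fit. The 3 conditions of a time point share their controls, so their lists of DEMs are not independent. Intervals and limits cover counting error only.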

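Across the 12 treatment conditions, 231 of the 301 tested miRNAs were a DEM at least once. Of these, 66 were called in a single condition and 19 in at least 6 conditions. The choice of filter moved the total most, from 345 DEMs when every miRNA with a read was tested to 169 when 5 RPM were required in every library.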

The workflow depicted in Fig. 1 identified 330 DEMs using the cutoff of fold change >1.5 and p-value < 0.05 in TAA-treated rats compared to the control group across all the treatment conditions (Table S1). The results obtained from this workflow are summarized in Table 1. Further investigations were performed to detect early and sensitive biomarkers based on these 330 DEMs and to decipher their roles in liver cancer and related biological signaling pathways. The results of these analyses are explained in the sections below.

**Table 1:** Summary of the results obtained from the bioinformatics workflow.

Treatment	Upregulated (N)	Downregulated (N)
*Distribution of 330 DEMs*		
Low dose	152	174
Middle dose	165	153
High dose	134	137
*Total DEMs* (*unique*)	176	211
*Common DEMs*	48	
*Dose- and time-dependent DEMs*	7	
*Dose-dependent DEMs*	39	
*Time-dependent DEMs*	2	
*Diseases or functional association*	22	

### Liver cancer predicted by miRNA profiling

A disease/function enrichment analysis was conducted using Ingenuity Pathway Analysis (IPA) to identify the pathophysiological association of DEMs during three different doses and four time intervals (12 treatment conditions), which resulted in 22 diseases or functions significantly enriched (Table S2). The top three were liver cancer, polycystic kidney disease, and non-insulin-dependent diabetes mellitus. The “liver cancer” was the most significantly enriched term (with the largest number of DEMs i.e. n = 129) amongst the top three diseases for all 12 treatment conditions (Fig. 2). Moreover, the liver cancer was found significantly enriched in the low dose conditions of all the treatment durations. For example, in total, 54 DEMs were mapped to liver cancer annotation at the low doses for 3-d (p = 1.36e-23), 7-d (p = 3.67e-18), 14-d (p = 6.38e-23) and 28-d (p = 1.15e-13). On the other hand, the liver tissues of rats treated with low dose of TAA were found to have minimal nuclear alternation in their livers (http://virtualslide.nibiohn.go.jp/Authenticate3.php?image_id=46720; http://virtualslide.nibiohn.go.jp/Authenticate3.php?image_id=46727) only at 28 day, but no single rat was found to have noticeable histopathological features in the liver at 3-, 7 and 14-d (Figure S1). These results suggest that miRNA profiling has the potential to detect early biomarkers (miRNAs signature) during TAA-induced liver carcinogenicity at low exposure levels than histopathological features.

**Figure 2:**
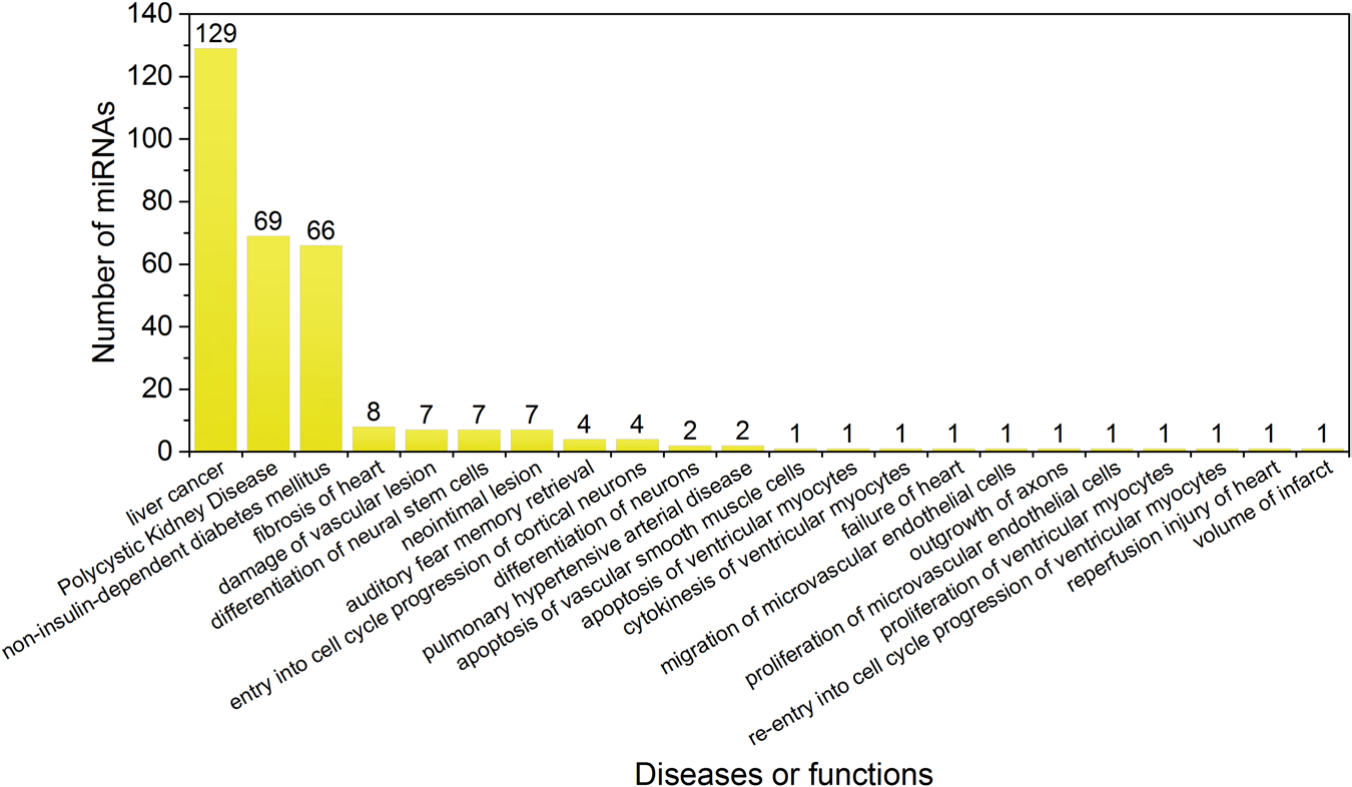
Disease enrichment analysis of DEMs. The liver cancer is predicted as highly significantly enriched with the maximum number of DEMs during disease/function overrepresentation analysis using IPA software. The x-axis depicts diseases/functions, whereas, the y-axis represents the number of DEMs mapped to diseases or functions.

To further support our findings, we retrieved the experimentally observed target genes for the DEMs identified in each treatment condition from IPA database and performed pathway enrichment analysis. We then ranked the enriched pathways by the statistical significance for all the conditions. As shown in Fig. 3 (and Table S3 with a full list of enriched pathways), “Molecular Mechanisms of Cancer” is the most related and highly significantly enriched pathway in 9 of the 12 conditions. Other cancer-, immune- and hepatotoxicity-related pathways were also identified to be related to most TAA treatment conditions, such as “p53 signaling”, “TGF-β signaling”, “MAPK signaling”, “PPARα/RXRα activation”, “Hepatic fibrosis/Hepatic stellate cell activation” and “Wnt signaling”. Notably, *miR-455-3p* and *miR-34a-5p* were involved most of the cancer-related functional pathways. Furthermore, the pathway enrichment analysis of putative target genes of the DEMs yielded similar signaling cascades (highly significantly enriched) including cancer, immune, cell cycle, apoptosis, p53 signaling, Wnt signaling, MAPK signaling and other relevant pathways which further complement the functional findings of the DEMs using IPA-based methods, suggesting a potential role of miRNA-mediated regulation during TAA treatment (Tables S4 and S5). Taken together, we were able to relate particular treatment group that had up- and down-regulated miRNAs to each significant function (such as mechanisms of cancer, p53 signaling, and metabolic pathways) and annotation in diseases (e.g., liver cancer). A complete list of these DEMs and their toxicological functions are presented in Tables S4 and S5.

**Figure 3:**
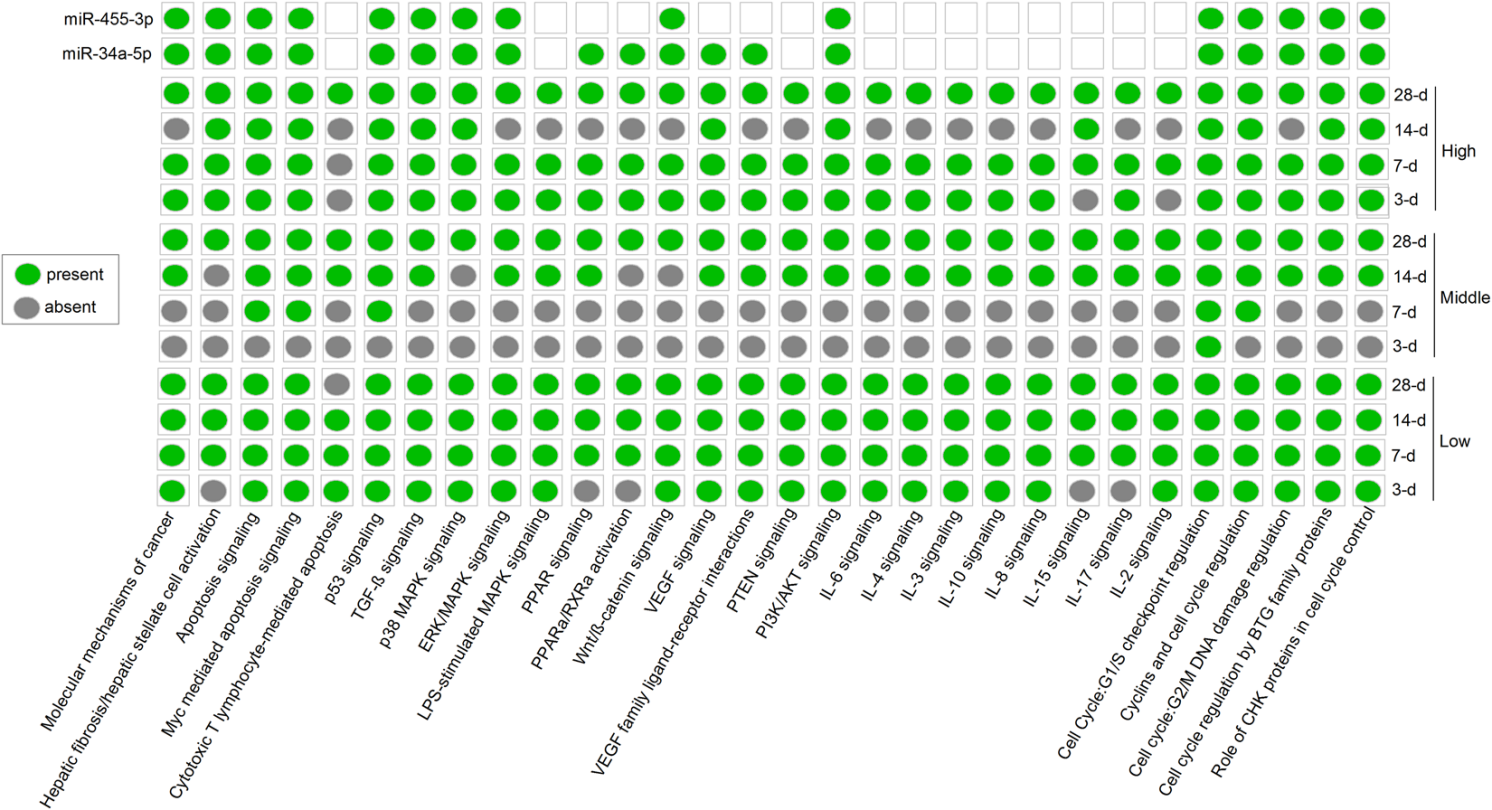
Heat map of most relevant pathways on DEMs. This heat map depicts the most significant and highly relevant pathways obtained using experimentally verified targets of differentially regulated miRNAs (DEMs). Information on different doses and time intervals is shown on the right side and relevant signaling are shown at the bottom. Information on two potential early and sensitive miRNA biomarkers (miR-34a-5p and miR-455-3p) and their associated signaling is given on the top two rows. The top two rows depict whether a given miRNA is predicted to regulate a selected pathway or not. The “green” and “gray” colors indicate either a pathway is present or absent respectively.

### Early and sensitive biomarkers detection by measuring changes in miRNA expression profiling

The above findings demonstrated that hundreds of miRNAs were differentially expressed across the entire course of TAA treatments even at low dose, suggesting that these tiny regulators could be involved in TAA-induced liver carcinogenicity. Thus miRNAs signature could serve as early and sensitive biomarkers for the diagnostic and prognostic of liver carcinogenicity. 

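At low dose (3 rats against 3 controls at each time point), the numbers of DEMs from the earliest to the latest time point were 50, 87, 98 and 37. After Benjamini-Hochberg adjustment in edgeR, 0, 81, 91 and 1 of them remained, while 52, 153, 144 and 43 miRNAs had an unadjusted p-value below 0.05 at any fold change. At 3-d, the DEMs with the smallest p-values and no overlap between the groups were miR-7a-5p, with a log2 fold change of 1.60 (standard error 0.24, edgeR adjusted p = 0.0603), and miR-93-3p, with a log2 fold change of -1.53 (standard error 0.32, edgeR adjusted p = 0.155). At 7-d, miR-429 decreased from 210 ± 12.8 to 68.0 ± 10.9 normalized RPM (SD, n = 3). At 14-d, miR-29a-3p decreased from 3245 ± 119 to 1738 ± 194 normalized RPM (SD, n = 3), but was not a DEM against all 12 controls pooled (log2 fold change -0.73). At 28-d, miR-434-3p was at 0.908 ± 0.359 normalized RPM in the treated rats and 4.69 ± 1.48 in the controls (SD, n = 3), with an edgeR adjusted p of 0.0644. The groups did not overlap in 39.5%, 53.2%, 50.2% and 23.3% of the tested miRNAs, in the same order, where chance gives 10% for 3 rats against 3.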

For that, DEMs were grouped into time points (3-d, 7-d, 14-d and 28-d) and doses (low, middle and high). 

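Merging the lists of DEMs of the 3 doses at each time point gave 71 miRNAs at 3-d, 133 at 7-d, 135 at 14-d and 132 at 28-d. The number rose between 3-d and 7-d and stayed within 3 miRNAs from 7-d to 28-d. At 3-d, 0 miRNAs passed the Benjamini-Hochberg adjustment in any dose, and the number of DEMs went from 47 without low dose 3-d replicate 45 to 89 without control 3-d replicate 1. With all 48 libraries in a single fit, 159 DEMs were found at 3-d.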

The number of DEMs was increased in the case of time points group i.e. 3-d (n = 98), 7-d (n = 165), 14-d (n = 186) and 28-d (n = 183) (Fig. 4A). However, with increasing dosing (low to high), a decrease in the number of DEMs was observed i.e. low dose (n = 211), middle dose (n = 195) and high dose (n = 193) (Fig. 4B). 

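By dose, the merged lists held 163 DEMs at low dose, 122 at middle dose and 120 at high dose. The difference between the middle and high doses was 2 miRNAs. When every miRNA with a read was tested, the numbers were 231, 196 and 200, so the order of the middle and high doses was not fixed by the data. With Benjamini-Hochberg adjusted p-values, 49 DEMs remained at high dose.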

Further, DEMs were compiled into up- and down-regulated classes (Fig. 4C). 

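Over the 12 conditions, 155 miRNAs were higher and 102 lower than in the controls in at least 1 condition, and 26 of them were counted in both classes because their direction differed between conditions. Testing every miRNA with a read gave 188 higher and 218 lower, and so reversed the order of the 2 classes. With all 12 controls pooled, 70 were lower.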

In total, 176 and 211 unique miRNAs were up- and down-regulated at more than one-time point studied, indicating more miRNAs downregulated than upregulated. At 3-d with three doses, the number of downregulated miRNAs were higher than upregulated ones, whereas, more miRNAs were found upregulated compared to downregulated at 7-d with different doses (Fig. 4C). 

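At 3-d, 30 DEMs were higher and 20 lower with the low dose, 5 higher and 4 lower with the middle dose, and 21 higher and 13 lower with the high dose. At 7-d, the numbers were 55 higher and 32 lower, 36 higher and 12 lower, and 54 higher and 10 lower, in the same order of doses. The direction at 3-d depended on the scaling. With TMM normalization, 25 were higher and 29 lower at low dose, and 15 higher and 17 lower at high dose. With library size alone, 41 were higher and 49 lower at low dose 7-d.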

Interestingly, a continuous increase in the count of up- and down-regulated miRNAs was observed at middle dose treatments (Fig. 4C). 

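With the middle dose, 9 DEMs were found at 3-d, 48 at 7-d, 52 at 14-d and 99 at 28-d, of which 0, 44, 40 and 91 passed the Benjamini-Hochberg adjustment in edgeR. With an unadjusted p-value below 0.05 at any fold change, 9 miRNAs were found at 3-d. Simulated unchanged groups at 3-d had 14.3 DEMs on average, more than these 9. The higher class held 5, 36, 36 and 63 miRNAs and the lower class 4, 12, 16 and 36. The value at 3-d was the least stable. It was 3 without middle dose 3-d replicate 10, 30 without control 3-d replicate 3 and 59 with all 48 libraries in a single fit. At 7-d, miR-100-5p rose from 179 ± 41.3 to 1293 ± 141 normalized RPM (SD, n = 3 rats per group), a log2 fold change of 2.85 (standard error 0.17, edgeR adjusted p = 2.17e-05), and miR-486 fell from 4743 ± 1123 to 1579 ± 124 (SD, n = 3). The lower DEMs with the smallest p-values at 14-d and 28-d were miR-193a-3p, from 373 ± 38.0 to 174 ± 21.1 normalized RPM (SD, n = 3), and miR-26a-5p, from 96612 ± 4777 to 51925 ± 5626 (SD, n = 3), which was not a DEM against all 12 controls pooled (log2 fold change -0.57).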

On further analysis, five out of 12 treatment conditions were found to have a higher number of DEMs (larger than the mean value of n = 77). Of these five treatments, the maximum number of DEMs (n = 140) was determined with the middle dose at 28-d, whereas, 125, 94, and 90 and 83 DEMs were estimated with low (14-d and 7-d) and high doses (at 7-d) (Fig. 4C). On the other hand, the number of DEMs for low dose at 3-d was much higher (n = 59) when compared to low (28-d), middle (3-d) and high doses (14-d). These observations indicate that many miRNAs expressions occur early in the treatment and a few of them consistently express across the entire course of treatments, suggesting that these DEMs could be candidates for an early biomarker for NGTCs.

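The mean number of DEMs per condition was 54.3, and 4 of the 12 conditions were above it.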

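The largest numbers of DEMs were 99 with the middle dose at 28-d, 98 with the low dose at 14-d, 87 with the low dose at 7-d and 64 with the high dose at 7-d. The high dose at 7-d had 39 after Benjamini-Hochberg adjustment in edgeR. With each library left out in turn, the low dose at 7-d had between 85 and 91 DEMs and the high dose at 7-d between 51 (without control 7-d replicate 5) and 79 (without high dose 7-d replicate 26).

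**Figure D1:**
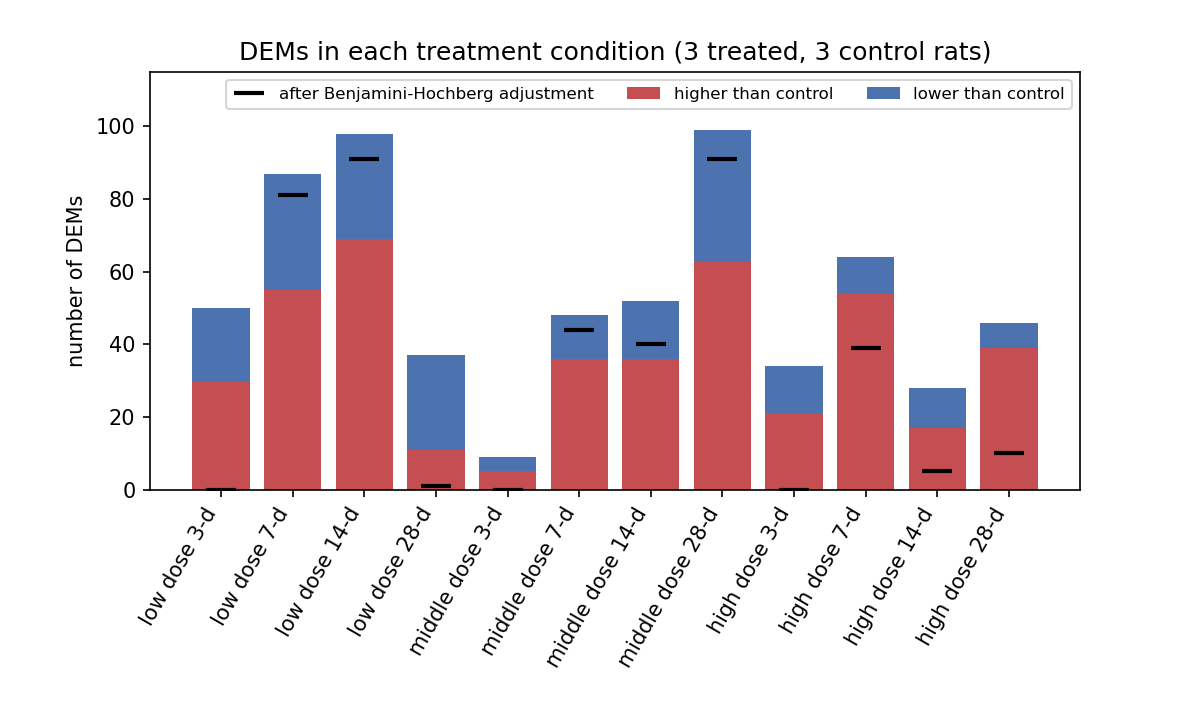
Number of DEMs (y axis) in each of the 12 treatment conditions (x axis), each with 3 treated and 3 control rats. Bars are stacked from miRNAs higher (red) and lower (blue) than in the controls, and black lines mark the number left after Benjamini-Hochberg adjustment, 91 of 99 with the middle dose at 28-d and 0 at 3-d with each dose.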

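The low dose at 3-d had 50 DEMs, against 37 with the low dose at 28-d, 9 with the middle dose at 3-d and 28 with the high dose at 14-d. These numbers moved with single libraries. The low dose at 3-d had from 18 DEMs without low dose 3-d replicate 45 to 71 without control 3-d replicate 1, and the low dose at 28-d had from 23 without low dose 28-d replicate 30 to 49 without low dose 28-d replicate 29. The library that replicate 29 resembled most was low dose 14-d replicate 40 (r = 0.995 across miRNAs). Its mean r with the other rats of its group was 0.981. Its miR-34a-5p was at 527 normalized RPM, against 182 and 205 in those rats. The numbers of the low dose at 28-d may therefore rest on a single discordant library. After Benjamini-Hochberg adjustment in edgeR, 0, 1, 0 and 5 DEMs remained in these 4 conditions. At an unadjusted p-value below 0.05 and any fold change, the numbers were 52, 43, 9 and 61.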

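Of the 71 DEMs found at 3-d, 57 were also a DEM at a later time point in at least 1 dose, in the same or the other direction. Since 231 of the 301 tested miRNAs were a DEM in at least 1 condition, this overlap does not show that early changes persist. Apart from miR-34a-5p, the miRNAs called in the largest number of conditions were miR-6329 in 11 conditions, miR-190b-5p and miR-466b-5p in 9, and miR-7a-5p and miR-219a-1-3p in 8, always higher than in the controls. Their log2 fold changes over the 12 conditions (3 rats against 3 in each) were between 0.47 and 2.99 for miR-6329, between 0.19 and 2.57 for miR-190b-5p, between 0.39 and 2.48 for miR-466b-5p, between 0.40 and 2.02 for miR-7a-5p and between -0.98 and 1.34 for miR-219a-1-3p. With all 12 controls pooled, miR-219a-1-3p lost its calls with the low and middle doses and that with the high dose at 28-d. Its log2 fold changes there were between 0.12 and 0.81. miR-466b-5p and miR-7a-5p lost the call with the high dose at 28-d. The pooled controls include control 3-d replicate 1. In the 3-d controls, miR-219a-1-3p was at 15.6 ± 15.8 normalized RPM (SD, n = 3). Its control means at the later time points were between 3.97 and 5.51. Reads of the near-identical members of the miR-466 family are uncertain, since the counting could split them. At 3-d, the log2 fold change of miR-6329 was 1.56 with the low dose (standard error 0.25, edgeR adjusted p = 0.0603), 1.30 with the middle dose (standard error 0.36, edgeR adjusted p = 0.856) and 1.83 with the high dose (standard error 0.54, edgeR adjusted p = 0.400).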

**Figure 4:**
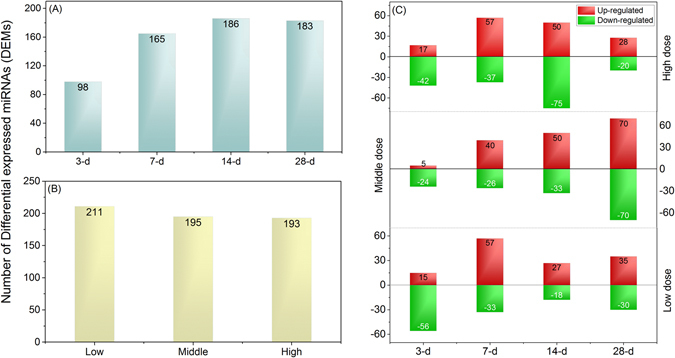
Distribution of DEMs during across all treatment conditions. (**A**) describes an increase in the number of DEMs across four time intervals, (**B**) shows a decreasing in the count of DEMs with increasing dosing from low to high and (**C**) represents the distribution of up-and down-regulated miRNAs at three different doses with four time intervals. X and Y axes represent days and number of DEMs observed during TAA treatment. Red and green color bar plots denote up- and down-regulated miRNAs respectively. From bottom to top, the maximum number of downregulated miRNAs (n = 174; green bars) are observed with low dose compared to middle (n = 153) and high (n = 137) doses, whereas, the highest number of upregulated miRNAs are observed with middle dose (n = 165). Of note, an increase in the number of up- and down-regulated miRNAs is determined at middle dose with all four time points (middle bar plot).

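Summed over the 4 time points, 107 DEMs were lower with the low dose, 68 with the middle dose and 41 with the high dose, and 165, 140 and 131 were higher, each miRNA counted once per time point.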

Figure 5 is Venn diagrams for overlapped DEMs among different treatment conditions along dose and time. 

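A set of 7 miRNAs was common to the 4 time points of at least 1 dose, and 33 were common to the 3 doses of at least 1 time point. The 3 lists at a time point share their controls.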

In general, the common DEMs among time points (Fig. 5A) were much less compared to those among doses (Fig. 5B). 

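With the low dose, 6 DEMs were found at all 4 time points, namely miR-34a-5p, miR-6329, miR-7a-5p, miR-466b-5p, miR-145-5p and miR-365-3p. With the middle dose, miR-34a-5p, miR-6329 and miR-486 were found at all of them, and with the high dose only miR-34a-5p. Single libraries decided part of these lists. In control 3-d replicate 1, miR-486 was at 97896 RPM, against a mean of 5320 in the other 3-d controls. Its call with the middle dose at 3-d may rest on this library. Without control 28-d replicate 17, 3 common DEMs were left with the low dose, and without high dose 3-d replicate 23, 0 were left with the high dose. With Benjamini-Hochberg adjusted p-values, 0 DEMs were common to the time points of any dose.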

Venn diagrams for time-dependent miRNAs across different doses yielded 7, 5 and one common DEMs for low, middle and high doses respectively (Fig. 5A). 

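The 3 doses had 5 DEMs in common at 3-d, 17 at 7-d, 10 at 14-d and 9 at 28-d. In 100 draws, 3 unchanged groups and their shared controls were simulated from the mean of the real controls. These groups had on average 1.4, 0.72, 0.59 and 0.74 common DEMs at these time points and at most 5, 5, 3 and 3. Deviations of the real controls were not covered by these draws. Against the real 3-d controls, unchanged groups had a mean of 3.5 common DEMs and at most 8. The 5 common DEMs at 3-d were let-7d-3p, miR-328a-3p, miR-34a-5p, miR-3559-3p and miR-6329. Without control 3-d replicate 1, only miR-34a-5p and miR-6329 were left, and without control 3-d replicate 3, 25 DEMs were common. With all 48 libraries in a single fit, 40 were common at 3-d and 4 at 14-d.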

In the case of dose-dependent miRNAs (Fig. 5B) at four time- points, 18, 19, 10 and 7 DEMs were common during low, middle and high doses, indicating a decrease in the number of DEMs with an increasing pattern of dosing (low-middle-high). On the other hand, an increasing in the number of DEMs (those confined to middle dose) was observed for all four time points (Fig. 5B). 

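DEMs found only with the middle dose numbered 1 at 3-d, 15 at 7-d, 25 at 14-d and 60 at 28-d.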

A similar observation was also noticed for DEMs that are only found with low and high doses at 3-d, 7-d, and 14-d. 

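At 3-d, 7-d and 14-d, DEMs found only with the low dose numbered 36, 50 and 66, and those found only with the high dose 17, 19 and 11. At 28-d, the numbers were 16 and 15.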

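In the 7 comparisons, 4 between the doses of a time point and 3 between the time points of a dose, 36 DEMs were common in at least 1. Pooling all 12 controls gave 21, and a single fit of all 48 libraries gave 58.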

After dose- and time-dependent comparison analysis, a total of 48 DEMs was selected to investigate further whether the fold-change values of these overlapping DEMs follow any increasing, decreasing or stable expression trend. Two DEMs were found to be both dose and time responsive. 

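By the paper's rule, the fold change of 19 of the 36 common DEMs rose or fell along the doses in at least 2 time points, and that of 5 rose or fell along the time points in at least 2 doses. Both held for 3 of them, miR-122-3p, miR-127-3p and miR-6324, which are named because the group is small. The names depended on the setting. With DESeq2's size factors, without a filter and with DESeq2's Wald test, miR-127-3p and miR-6324 were left. With TMM normalization, miR-107-3p took the place of miR-122-3p. With library size alone, both held for miR-103-3p and miR-107-3p. One fit of all 48 libraries gave miR-122-3p alone, and at least 5 RPM in every library and Benjamini-Hochberg adjusted p-values each gave miR-127-3p alone. All 12 controls pooled gave 0 of 21 common DEMs. miR-455-3p met the rule for dose and not for time, and miR-34a-5p met neither. The order of fold changes was not tested against the spread between rats.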

Amongst them, rno-miR-34a-5p, an upregulated DEM, is the most responsive candidate with more than 4 fold change in most of the treatment conditions studied (Fig. 6). It is interesting to note that a decreasing trend of the fold change for this DEM was observed with all three doses at 7-d and 14-d. Moreover, an increasing in the expression fold change values of rno-miR-34a-5p was observed with low (except 28-d) and middle doses (all four time points), however, for high dose, a mixed expression trend was observed. These observations may suggest that the rno-miR-34a-5p tends to give up its regulatory function at a higher dose. Additionally, the second arm of miR-34a (i.e. rno-miR-34a-3p) was also upregulated with more than 3-fold in 7 out of 12 treatment conditions. On the other hand, rno-miR-455-3p, a downregulated DEM, was observed in 11 out of 12 treatment conditions (excluding high dose at 28-d).

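miR-34a-5p was higher than in the controls in 12 of the 12 conditions (3 rats against 3 in each) and more than 4-fold higher in 11, the high dose at 14-d being the exception with 2.64-fold. In 8 of the 12 conditions the edgeR adjusted p-value was below 0.05. The other 4 were the 3 conditions at 3-d and the high dose at 14-d. Without high dose 3-d replicate 23, it was a DEM in 11 conditions, since the high dose at 3-d was no longer called. Under the other normalizations, filters and tests that kept all libraries, it was a DEM in 12 conditions.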

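From low to middle to high dose, the log2 fold change of miR-34a-5p was 3.48 (standard error 0.14), 2.37 (standard error 0.17) and 3.73 (standard error 0.26) at 7-d (n = 3 rats per group), so the middle dose was the lowest. At 14-d, it was 4.70 (standard error 0.30), 4.08 (standard error 0.22) and 1.40 (standard error 0.33). The difference between the high and low doses, tested in a fit of all 48 libraries, was 0.25 at 7-d (standard error 0.47, edgeR adjusted p = 0.703) and -3.29 at 14-d (standard error 0.52, edgeR adjusted p = 4.51e-06, adjusted over 22 such differences). All 3 high dose 14-d rats, at 44.0 to 112 RPM, were below all 3 low dose 14-d rats, at 453 to 883 RPM.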

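With the low dose, the log2 fold change of miR-34a-5p was 2.79 (standard error 0.45) at 3-d and 3.87 (standard error 0.48) at 28-d (n = 3 rats per group). With the middle dose, it was 2.89 (standard error 0.59) at 3-d and 4.88 (standard error 0.30) at 28-d, and lower at 7-d than at 3-d by less than the standard error at 3-d. With the high dose, it was 2.40 (standard error 0.80) at 3-d and 2.79 (standard error 0.34) at 28-d. The change from 3-d to 28-d was 1.17 with the low dose (standard error 0.69, edgeR adjusted p = 0.198), 2.08 with the middle dose (standard error 0.69, edgeR adjusted p = 0.0263) and 0.48 with the high dose (standard error 0.69, edgeR adjusted p = 0.673). The adjusted p of the middle dose rose above 0.05 in 6 of the alternatives, 5 of them with a single library left out.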

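Counts of miR-34a-3p were low, at 0 to 4 reads in the 12 control libraries and 1 to 39 reads in the 36 treated libraries. Its highest value was 3.61 RPM, so it did not pass the minimum of 5 RPM and was not tested. Where the 3 controls were at or below the limit of 3 reads and the treated rats above it, it was at least 4.57-fold higher with the low dose at 7-d, 4.50-fold with the low dose at 14-d, 3.94-fold with the middle dose at 7-d, 6.21-fold with the middle dose at 14-d and 6.77-fold with the high dose at 7-d (means of 3 rats against the limit). At 3-d no fold is given, because the limit in control 3-d replicate 1 was 10.2 RPM. With the high dose at 14-d, both groups were at or below the limit. Without a filter, it was a DEM in 10 of the 12 conditions.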

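miR-455-3p was a lower DEM in 6 of the 12 conditions (3 rats against 3 in each), namely the low dose at 7-d, 14-d and 28-d, the middle dose at 7-d and 14-d and the high dose at 14-d. After Benjamini-Hochberg adjustment in edgeR, 3 of them remained, the low dose at 14-d with a log2 fold change of -1.05 (standard error 0.30, adjusted p = 0.0167), the middle dose at 7-d with -0.69 (standard error 0.14, adjusted p = 0.00760) and the middle dose at 14-d with -1.60 (standard error 0.26, adjusted p = 0.00172). The number of conditions followed the setting. It was 11 when every miRNA with a read was tested and with DESeq2's Wald test, 9 with edgeR's exact test and 3 with all 12 controls pooled. With the high dose at 28-d, the log2 fold change was 0.20 (standard error 0.30, edgeR adjusted p = 0.708). The pooled controls include control 3-d replicate 1. Against them, the low dose at 14-d had a log2 fold change of -1.42 with a standard error of 0.88. This lost call came with a wider spread and not with a smaller fold change.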

**Figure 5:**
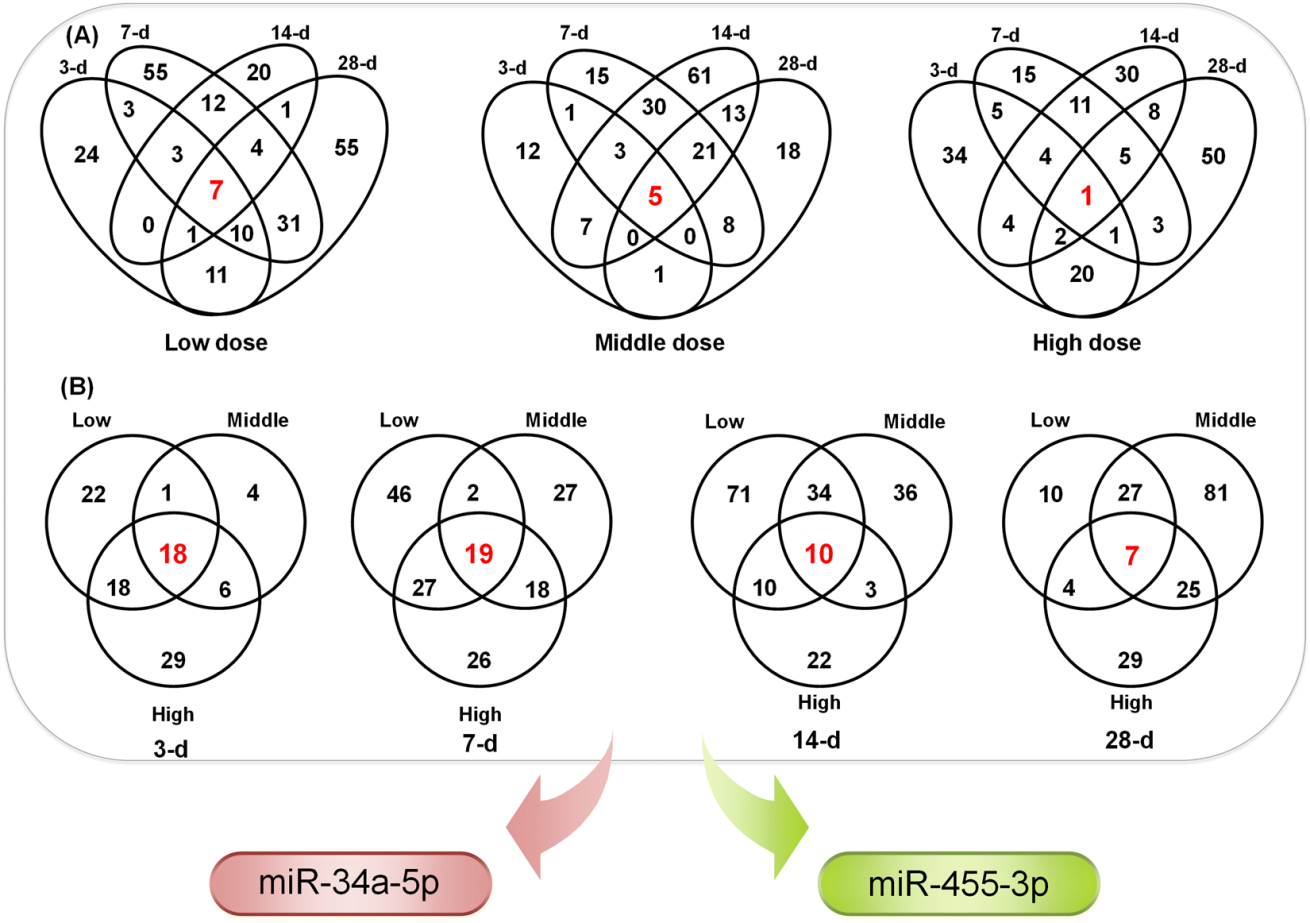
Venn diagrams of DEMs during different time points and doses. (**A**) depicts DEMs during low, middle and high doses with different time points, respectively and (**B**) describes DEMs during 3-, 7-, 14- and 28-d with three different doses (low, middle and high). Two potential biomarkers (miR-34a-5p and miR-455-3p) out of 48 overlapping DEMs are found common across all the treatments.

**Figure 6:**
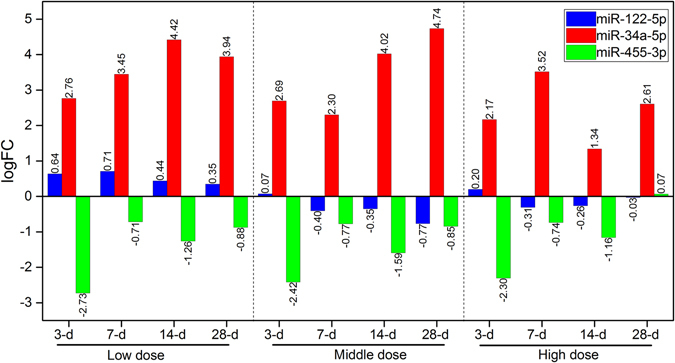
Overview of expression patterns of 2 early and sensitive miRNAs. From the top, the logFC expression of rno-miR-122-5p is not significantly differentially expressed when compared with control animals. Rno-miR-34a-5p is highly significantly and consistently overexpressed among different doses and time points, suggesting the potential of this miRNA to be considered as an early and sensitive biomarker for monitoring TAA-induced hepatocarcinogenesis during low to high exposures. At the bottom of this figure, the higher expression values of rno-miR-455-3p in the control compared to treated samples, as a result, this miRNA is identified as significantly downregulated with all three doses and all four time points. The highest down-regulation of this miRNA is observed at 3-d with all three doses. The absolute fold change values are used to plot this figure.

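miR-122-5p was a DEM in 3 of the 12 conditions (3 rats against 3 in each). It was higher with the low dose at 7-d, with a log2 fold change of 0.75 (standard error 0.08, edgeR adjusted p = 0.000233), and at 14-d, with 0.67 (standard error 0.14, edgeR adjusted p = 0.00372), and lower with the middle dose at 28-d, with -0.61 (standard error 0.16, edgeR adjusted p = 0.0164). In these conditions the 3 treated rats were all above or all below the 3 controls, from 33496 ± 693 to 56150 ± 3758 normalized RPM at 7-d (SD, n = 3), from 39259 ± 5655 to 62650 ± 10764 at 14-d (SD, n = 3) and from 34962 ± 5862 to 22880 ± 3253 at 28-d (SD, n = 3). The fold changes lay close to the threshold of 1.5. With library size alone, 1 condition was called, and in the fit of all 48 libraries, 4 conditions were called.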

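The normalized RPM of miR-34a-5p (SD, n = 3) at 7-d was 44.7 ± 3.78 in the controls and 499 ± 69.8, 232 ± 56.1 and 595 ± 180 with the low, middle and high doses. At 14-d, it was 27.7 ± 4.24 in the controls and 719 ± 314, 468 ± 114 and 73.6 ± 33.2 with the 3 doses. At 28-d, it was 20.8 ± 5.20 in the controls and 305 ± 193, 612 ± 175 and 144 ± 60.0. Of the 36 treated libraries, 34 had more miR-34a-5p (RPM) than every one of the 12 controls. In part from these increases (Fig. 6), the paper proposes that miR-34a-5p is an early and sensitive biomarker of TAA-induced hepatocarcinogenesis. Its other evidence includes qPCR at the high dose, reported as increased at 7-d, 14-d and 28-d. It also includes histopathology and pathway results. None of these was analysed here.

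**Figure D2:**
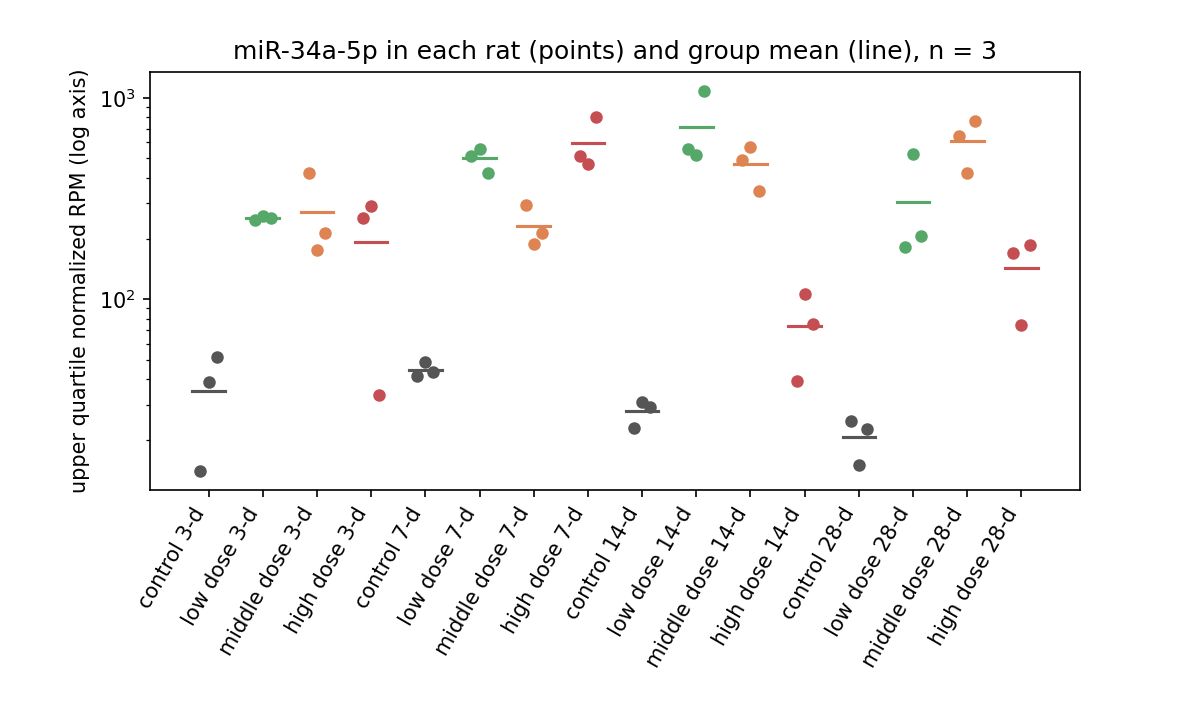
Upper quartile normalized RPM of miR-34a-5p (y axis, log scale) in each rat (points) of the 16 groups (x axis), with the group mean as a line (n = 3). The 3 rats of the high dose at 14-d have a mean of 73.6, against 719 with the low dose at 14-d.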

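At 7-d, the controls had 62.8 ± 10.5 normalized RPM of miR-455-3p (SD, n = 3) and the treated rats 39.2 ± 15.1, 38.9 ± 2.40 and 44.3 ± 17.7 with the low, middle and high doses. At 14-d, the controls had 122 ± 49.0 and the treated rats 59.1 ± 19.6, 40.3 ± 4.85 and 54.0 ± 2.83 (SD, n = 3). At 28-d, the controls had 101 ± 50.7 and the treated rats 51.2 ± 16.8, 61.9 ± 31.4 and 116 ± 12.2 (SD, n = 3). All 3 treated rats were below all 3 controls with the middle dose at 7-d and 14-d and with the high dose at 14-d.

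**Figure D3:**
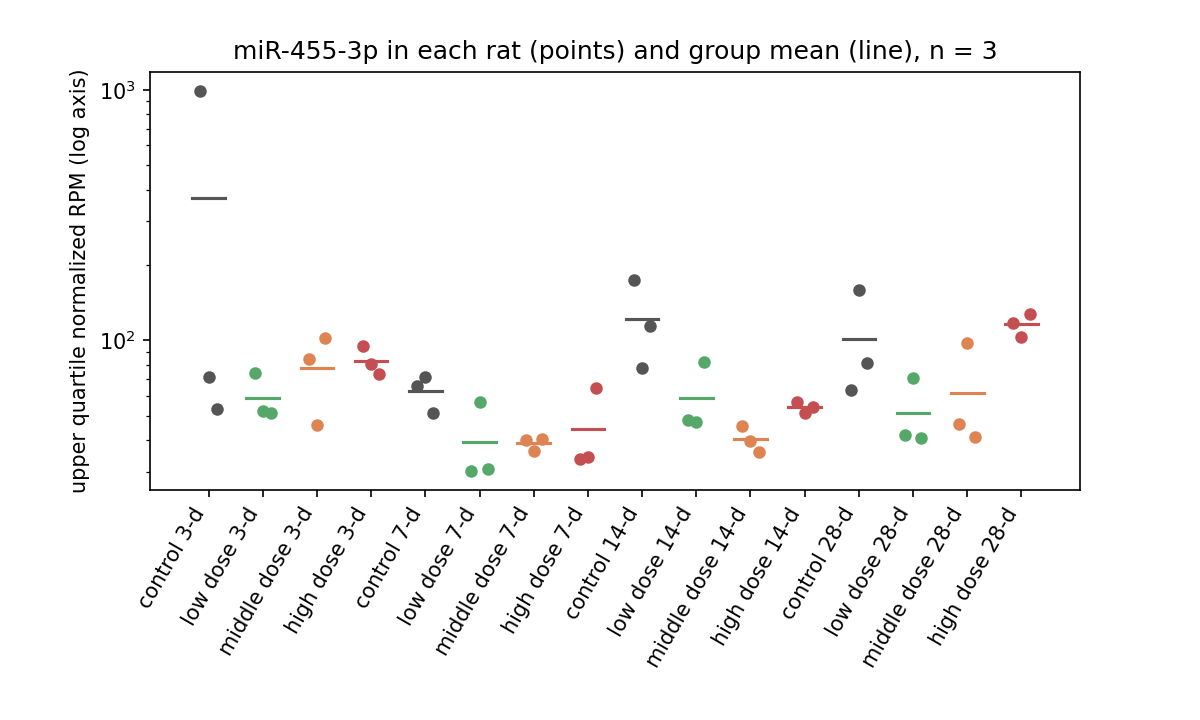
Upper quartile normalized RPM of miR-455-3p (y axis, log scale) in each rat (points) of the 16 groups (x axis), with the group mean as a line (n = 3). The mean of the 3-d controls, 371, rests on replicate 1.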

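At 3-d, the log2 fold change of miR-455-3p was -2.63 with the low dose (standard error 1.15, edgeR adjusted p = 0.260), -2.24 with the middle dose (standard error 1.07, edgeR adjusted p = 0.856) and -2.14 with the high dose (standard error 1.04, edgeR adjusted p = 0.400), with 3 rats against 3. The controls had a mean of 371 normalized RPM with an SD of 535 (n = 3). Control 3-d replicate 1, with 351 reads of miR-455-3p, was at 1197 RPM. Without this library, the log2 fold changes were -0.08 (standard error 0.22, edgeR adjusted p = 0.827), 0.31 (standard error 0.39, edgeR adjusted p = 0.994) and 0.41 (standard error 0.27, edgeR adjusted p = 0.548), with 3 rats against 2.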

Taken together, our findings indicated that miR-34a-5p and miR-455-3p could be potentially considered as early and sensitive biomarkers for TAA-induced hepatocarcinogenicity. Thus, further analyses were carried out on these two miRNAs.

### Expression of miR-34a-5p, miR-455-3p and miR-122

The miR-34a-5p and miR-455-3p were selected to investigate their expression changes during TAA treatments. These two miRNAs were chosen due to their dose- and time-dependent trends as well as their fold changes (Fig. 6). Another miRNA, miR-122, was also selected to measure its expression because many studies have considered miR-122 as an important non-invasive biomarker for liver injury in blood. Therefore, to investigate the dynamic changes of these three miRNAs, the upper quantile normalized and logarithm of fold change (logFC) values were plotted for all the samples (Fig. 6). The rno-miR-122 was found as one of the top ten most abundant miRNAs in the livers across all the treatment. However, the expression of this miRNA was nonsignificant in dose as well as time groups during differential expression analysis (Fig. 6), suggesting that miR-122 may not be directly involved in the mechanism of TAA-mediated hepatotoxicity in liver tissue. 

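By mean RPM, miR-122-5p was among the 10 most abundant miRNAs in 15 of the 16 groups, with ranks from 3 to 11. The rank of 11 was that of the 3-d controls, where it was 8 by the median RPM. Its mean was between 24632 RPM in the middle dose 28-d rats and 53136 RPM in the low dose 7-d rats, and miR-192-5p was the most abundant miRNA in 15 groups.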

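The difference in the log2 fold change of miR-122-5p between the high and low doses was -0.34 at 3-d (standard error 0.24, edgeR adjusted p = 0.290), -0.85 at 7-d (standard error 0.24, edgeR adjusted p = 0.00823), -0.92 at 14-d (standard error 0.24, edgeR adjusted p = 0.00541) and -0.14 at 28-d (standard error 0.24, edgeR adjusted p = 0.703), from a fit of all 48 libraries.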

On the contrary, expression of rno-miR-34a-5p was significantly increased (logFC > 1.5 to 4.7) after treatment and consistently presented over time and doses (Fig. 6). However, the expression of miR-455-3p was significantly downregulated across the entire course of TAA treatments (except 28-d with high dose). These observations showed their time- and dose-dependent trends, indicating their key involvement in the regulation of liver toxicity after TAA treatment.

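Over the 12 conditions, the log2 fold change of miR-34a-5p lay between 1.40 and 4.88. With each library left out in turn, that of the high dose at 14-d stayed between 1.05 and 1.70 and that of the middle dose at 28-d between 4.68 and 5.09.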

Significantly increased expression of *rno-miR-34a-5p* was identified across all doses following 7-d, 14-d, and 28-d of treatments. 

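For miR-34a-5p at 7-d, the edgeR adjusted p was 1.48e-06, 2.9e-05 and 0.000137 with the low, middle and high doses (n = 3 rats per group). At 14-d, the edgeR adjusted p was 9.46e-07, 3.48e-07 and 0.0785, and at 28-d it was 0.0137, 1.33e-06 and 0.00168. In these 9 conditions all 3 treated rats were above all 3 controls of their time point.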

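With the middle dose at 28-d, miR-34a-5p was at 445 to 887 RPM in the 3 rats and 29.4-fold above the controls, against 25.9-fold with the low dose at 14-d. The log2 fold changes of these 2 conditions differed by 0.18 (standard error 0.68, edgeR adjusted p = 0.818), which does not separate them.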

The highest elevation in the expression was measured at 28-d with middle dose (Fig. 6). *Rno-miR-34a-5p* was detected to be very low in the baseline read count over the full-time course in the control group. 

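In the 12 controls, miR-34a-5p was counted between 5 and 529 times, which corresponds to 14.1 to 56.6 RPM with a median of 28.1. The library with 5 reads was control 3-d replicate 1.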

The abundance of this miRNA significantly increased in all the treatment groups compared to the control animals across all the time points. On the other hand, rno-miR-455-3p was comparatively higher in the controls than treated samples. 

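In the 36 treated libraries, miR-34a-5p had 28.8 to 887 RPM with a median of 331. The lowest value, in high dose 3-d replicate 24, lay within the range of the controls.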

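The 12 controls had 53.6 to 1197 RPM of miR-455-3p with a median of 71.2, and the 36 treated libraries 27.6 to 116 RPM with a median of 50.4.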

After statistical analysis of differential expression, the highest down-regulation of this miRNA was observed at 3-d with all three doses and at 7-d, 14-d, and 28-d, a stable downregulation expression pattern was observed with low, middle and high doses. 

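From 3-d to 28-d, the log2 fold change of miR-455-3p changed by 1.59 with the low dose (standard error 0.80, edgeR adjusted p = 0.132), 1.47 with the middle dose (standard error 0.79, edgeR adjusted p = 0.159) and 2.28 with the high dose (standard error 0.80, edgeR adjusted p = 0.0310), in a fit of all 48 libraries. Without control 3-d replicate 1, the change with the high dose was -0.21.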

Functional annotation of this two dose- and time-dependent DEMs demonstrated their active involvement in the hepatocellular carcinoma (HCC) network, as well as other liver disease networks. Previous investigations have already been demonstrated a key role of miR-34a in liver cancer, however, so far there is no single study exists which have studied its expression and role in TAA-induced hepatocarcinogenicity along different doses and time intervals. In addition to miR-34a-5p, we found miR-455-3p which can potentially be used as an early and sensitive biomarker for the detection of liver injury and pre HCC.

To further evaluate the correlation between these two DEMs and cancer progression, we carried out a regression analysis between the histopathological features and the expression patterns of miR-34a-5p, and miR-455-3p during TAA exposures. In case of miR-34a-5p, the cellular infiltration, eosinophilic change, fibrosis, bile duct proliferation and single cell necrosis features were found to cover more than 0.5 AUC (area under curve). Most importantly, the single cell necrosis was found to have the maximum value i.e. 0.75. On the other hand, the nuclear alteration and cellular loci classifiers out of 6 histopathological features were found to obtain the maximum AUC values for miR-455-3p (Figure S1). These features are indicative of loss or distortion of normal liver architecture, but mostly with high dose exposures. To validate the findings from miRNA-seq, we therefore measured the expression levels of miR-34a-5p at high dose exposures of TAA using real-time qPCR (RT-qPCR). *Rno-miR-34a-5p* was selected due to its consistent upregulation across the entire course of treatments as well as its critical function as tumor suppressor in HCC. PCR results demonstrated that expression of *rno-miR-34a-5p* was significantly increased across three time points (p < 0.05 at 7-d, and 14-d, p < 0.005 at 28-d) treatments compared to the control group (Figure S2). Furthermore, the trend of miRNAs deregulation detected from qPCR and NGS are consistent, indicating the findings from miRNA-seq were reliable.

## Discussion

TAA is a potent NGTC and has been confirmed to be a carcinogen in animal studies^29, 30^ and possible human carcinogen, but the lack of information about its carcinogenicity and effective approach to characterize its carcinogenesis. Being key regulators of multiple biological functions as well as potential promising biomarkers for diseases, miRNAs have been extensively studied for the past decades^31–33^. In this study, we profiled miRNAs from rat livers treated with a TAA at multiple doses over four time points to characterize the dynamic changes of miRNAs expression and explore the mechanistic roles of miRNAs resulting in the carcinogenesis. Through comprehensive data quality assessment, bioinformatics pipeline development and analysis of miRNAs sequencing data analysis, differentially expressed miRNAs at various doses or time points were identified. Additionally, scatterplot analyses were performed to estimate the consistency (correlation coefficient) of the expression data sets among three replicates (rats) at different doses and time points (Figs 3, 4 and 5).

Time-course and dose-dependent data are the two most important parameters for toxicological responses which are either transient, continuous or are delay responses. Upon comparing, DEMs observed with low-dose at 3-d were more than middle dose, however, there is neither dose- nor time-dependent patterns were observed on the number of deregulated miRNAs at a low dose and 3-d treatments. Most of the DEMs only appeared transit deregulation at a low dose and short duration of treatments may function as adaptive responses to the procedures or stress of treatment. Similar time-dependent observations have been reported previously^34^. In the case of middle dose treatment compared with the control group, the number of both up- and down-regulated miRNAs appeared in a time-dependent manner indicating the gradually massive involvements of miRNAs along the duration of mild exposure which might be taken into consideration for dose selection of carcinogenic study. For a high dose, the highest numbers of up- and down-regulated miRNAs were observed at 14-d and most of those DEMs identified were consistently differentially expressed at 28-d high dose group. These findings may be an indicator for the best window for a sampling of the maximum tolerated dose (MTD) exposure while conducting miRNAs experiments for carcinogenesis assessment. 

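With the high dose, the numbers of DEMs from the earliest to the latest time point were 34, 64, 28 and 46, and 0, 39, 5 and 10 of them after Benjamini-Hochberg adjustment in edgeR. At 3-d, 34 miRNAs had an unadjusted p-value below 0.05 at any fold change. The higher class held 21, 54, 17 and 39 DEMs and the lower class 13, 10, 11 and 7. Of the 28 DEMs at 14-d, 11 were also DEMs at 28-d. The DEMs with the smallest p-values and no overlap between the groups (n = 3 rats each) were as follows. At 3-d, miR-184 rose from 3.18 ± 0.329 to 24.7 ± 10.6 normalized RPM (SD), with an edgeR adjusted p of 0.113, and let-7d-3p fell from 4017 ± 6024 to 435 ± 38.6, a difference that rests on control 3-d replicate 1, without which its log2 fold change went from -3.20 to -0.31. At 7-d, miR-6329 rose from 28.5 ± 1.13 to 227 ± 11.7 and miR-200b-3p fell from 665 ± 18.1 to 304 ± 107 (SD). At 14-d, miR-434-3p rose from 4.00 ± 1.22 to 21.1 ± 6.93 and miR-29a-3p was at 1965 ± 164 (SD), a log2 fold change of -0.72. At 28-d, miR-29a-3p fell from 4054 ± 315 to 2422 ± 262 (SD). Without control 3-d replicate 1, the log2 fold change of miR-184 was 2.87, against 2.90 with it. Against all 12 controls pooled, miR-184 (log2 fold change 0.60), let-7d-3p (-1.67), miR-434-3p (0.73) and miR-29a-3p (-0.56 at 14-d and -0.26 at 28-d) were not DEMs.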

Following functional analysis showed that those consistently deregulated miRNAs are relevance towards toxicity/carcinogenicity assessment, indicating that deregulation of miRNAs expression appeared earlier that the histopathological features. In addition, there is no consistent proportion of up- and the down-regulated miRNAs number was observed across the entire course of treatments. 

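The share of DEMs that were higher than in the controls was, from the earliest to the latest time point, 60.0%, 63.2%, 70.4% and 29.7% with the low dose, 55.6%, 75.0%, 69.2% and 63.6% with the middle dose and 61.8%, 84.4%, 60.7% and 84.8% with the high dose. The share was below 50% for the low dose at 28-d, and there it was 57.1% after TMM normalization and 75.9% with library size alone. In other conditions the scaling moved it below 50%. After TMM normalization it was 46.3% for the low dose at 3-d, 49.0% for the low dose at 14-d and 46.9% for the high dose at 3-d, with DESeq2's size factors 43.4% for the low dose at 3-d, and with library size alone 42.1% for the low dose at 3-d, 45.6% for the low dose at 7-d and 45.2% for the high dose at 3-d.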

Previously, it has been suggested that the downregulation of miRNAs may occur by putative oncogenes^35^. Conversely, upregulated miRNAs may be tumor suppressors^36, 37^. Therefore, oncogenic and suppressive miRNAs were roughly close-fought with the current treatment conditions.

Dysregulation of miRNAs has already been linked to various pathological processes including cancer. In the present study, we identified 129 DEMs (including up- and down-regulated candidates obtained with all three doses) that are primarily highly significantly enriched in liver cancer using a disease enrichment overrepresentation analysis. To further support these observations, the pathway enrichment analysis of deregulated miRNAs identified at each dose and time point of TAA treatment found “Molecular Mechanisms of Cancer” as the most related and significant pathway in 9 of the 12 TAA treatment conditions. Moreover, immune and hepatotoxicity related pathways were also identified to be related to most TAA treatment conditions, such as “p53 signaling”, “TGF-β signaling”, “MAPK signaling”, “PPARα/RXRα activation”, “Hepatic fibrosis/Hepatic stellate cell activation” and “Wnt signaling”. Similar findings were confirmed with the different approach for pathway enrichment analysis using putative target genes of DEMs using miRWalk2.0. The p53 signaling pathway is considered as an indicator of DNA damage in response to stress. Activation of this pathway was proposed to disrupt the fidelity of DNA replication and cell division^38, 39^. Significantly enriched p53 pathways after treatment of TAA at early stage indicates the activation of DNA repair and promote cellular proliferation.

Using Venn diagrams analysis, two potential DEMs were identified as commonly expressed during almost all the treatment conditions. Notably, a significant increase in the expression of *rno-miR-34a-5p* was identified across all doses following 7-d, 14-d and 28-d of treatment. 

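Between the low and high doses, the log2 fold change of miR-455-3p differed by 0.49 at 3-d (standard error 0.56, edgeR adjusted p = 0.594), 0.17 at 7-d (standard error 0.56, edgeR adjusted p = 0.818), -0.13 at 14-d (standard error 0.56, edgeR adjusted p = 0.818) and 1.18 at 28-d (standard error 0.56, edgeR adjusted p = 0.115), as high minus low dose in a fit of all 48 libraries.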

While the expression of rno-miR-455-3p was decreased with an increase in the dose as well as followed a downregulation with almost all the time points (excluding high dose at 28-d). In a previous study, miR-455-3p has been observed as significantly downregulated in poorly differentiated HCC. Also, functional analysis (including association disease investigation) demonstrated significant enrichment in the cancer network. Previously, miR-34a has been reported to play important roles in the pathogenesis of several human diseases, including liver carcinogenesis^40, 41^. As a well-known tumor suppressor, the expression of miR-34a was significantly inhibited in patients with HCC in clinical studies^41, 42^. Thus, chemicals showing the capability of the restoration of miR-34a function could be proposed as a potential therapeutic agent for HCC. We found that *rno-miR-34a-5p* was consistently induced after treatment of TAA at a low dose and at 3-d time point demonstrating that anti-cancer activity of the biological system was triggered at the early stage of dosing which indicated that miRNAs of *rno-miR-34a-5p* might be a potential biomarker to characterize the carcinogenesis for environmental carcinogens in a short term experiment. 

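With the low dose at 3-d, miR-34a-5p was at 254 ± 5.92 normalized RPM (SD, n = 3) and the controls at 34.8 ± 19.1 (SD, n = 3), a 6.93-fold increase with an edgeR adjusted p of 0.0603. All 3 treated rats were above all 3 controls. With each library left out in turn, the log2 fold change stayed between 2.49 and 3.15.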

We further compared miRNA expression profiling with the histopathological features that are carefully determined by expert pathologists on the rat liver tissues treated with 3 doses (low, middle and high) and 4 time points (3-d, 7-d, 14-d, and 28-d). As a result, the minimal nuclear alteration was observed in the rat liver sections treated with low dose at 28-d, but no single histopathological features were detected at 3-, 7- and 14-d with low dose of TAA. On the other hand, the early signal signatures of liver cancer was successfully predicted by miRNA profiling with low dose exposures at 3-d (p = 1.36e-23), 7-d (p = 3.67e-18), 14-d (p = 6.38e-23) and 28-d (p = 1.15e-13). These findings suggest that toxicogenomics has a great potential to detect early signals of carcinogenic exposures and is a substantial tool for toxicological research. Furthermore, our regression analysis between the expression data and histopathological features (Figure S1) depicts a strong correlation among two DEMs and cancer progression. For example, the single cell necrosis was found to obtain the maximum (AUC = 0.75) for miR-34a-5p. Necrosis is a hallmark of carcinogens-induced liver injury and thought to be an intensive form of inflammatory mode of cell death as compared to apoptosis. Moreover, it has been thought of as an unregulated form of cell death, with multiple simultaneous cellular events culminating in cell swelling and plasma membrane rupture. These necrotic processes include loss of ion homeostasis causing cell swelling, increases in cellular free calcium, activation of diverse proteases and phospholipases, and loss of mitochondrial integrity^43^. Similar, signaling cascades such as Wnt, proteolysis, metabolism, MAPK, cell cycle and apoptosis were predicted to be significantly regulated by miR-34a-5p. In case of miR-455-3p, the nuclear alteration and cellular loci classifiers cover the maximum AUC values (Figure S1). These features are indicative of loss or distortion of normal liver architecture. Our pathway enrichment analysis of miR-455-3p targets also found several relevant biological signaling pathways including pathways in cancer, focal adhesion, pancreatic cancer, glioma, basal cell carcinoma, and Mapk-, Wnt- and mTOR-signaling, suggesting alteration of liver architecture.

On the other hand, miR-122 has been extensively studied and keen interest was expressed as a promising circulating biomarker in liver disease^44–46^. Nonetheless, experimental affirmation for its mechanistic roles in liver disease and hepatocarcinogenesis is lacking. Even though abundant *rno-miR-122* was consistently expressed over each treatment condition in this study, there was no differential expression of *rno-miR-122* compared to the concurrent control animals at neither time nor dose, indicating a lack of the relevance to effects associated with the treatment. Taking the consideration of lack of mechanistic relevance to the treatment regardless the abundant expression in the rat livers of *rno-miR-122*, it could serve as a house-keeping miRNA for the liver.

Notably, *rno-miR-34a-5p* and *rno-miR-455-3p* were detected differentially expressed following all time-points and doses compared to the control group (Fig. 6), indicating the significant relevance of the expression of both miRNAs to the treatments. These miRNAs were also predicted to regulate cancer, immune and other relevant signaling cascades (Fig. 3). Furthermore, the results obtained from qPCR experiments confirmed a significant elevation in the expression of miR-34a-5p after treatments and these outcomes showed a similar pattern of miRNAs expression with results from NGS technology (Figure S2). However, further experiments including the qPCR validation of these DEMs during different dose exposures are needed to establish these findings. In the future, we will expand this project by introducing gene expression profiling to defining a landscape of genes, transcription factors (TFs), miRNAs and their signaling pathways, and to identifying the key interactions among genes-DEMs-TFs to reveal the mechanistic relevance of these functional loops and will validate potential candidates.

## Conclusions

Our meta-analysis approach (bioinformatics-, and statistical analysis and qPCR validation) suggest that miRNAs play critical role in the mechanisms underlying hepatocarcinogenesis after TAA exposure. Significant deregulation of miRNAs detected at short-term exposure with dose/time-dependent manner, demonstrating that miRNAs profiling may be an indicator to characterize the carcinogenicity for environmental carcinogens and apply for risk assessment. Furthermore, we have shown significant regulatory associations between two DEMs expression and TAA-induced liver carcinogenesis at an earlier stage than histopathological features. These two miRNAs could be considered as potential biomarkers for the detection of TAA-induced liver carcinogenesis. Combing through the unique natures of miRNAs, such as tissue-specific, stable in body fluids and conserved cross-species; miRNAs profiling analysis could be a potential approach for cancer risk assessment in humans.

## Methods

### Animal treatment

The animal study was conducted as described previously^47^. Briefly, male Sprague-Dawley rats were consecutively administered with TAA once daily at doses of 4.5 (low dose), 15 (middle dose), or 45 (high dose) mg/kg for 3, 7, 14, and 28 days (referred as 3-d, 7-d, 14-d and 28-d hereafter) with the time-matched control group receiving vehicle alone. All animal studies were conducted by the Toxicogenomics Project (TGP) group after obtaining approval from the Ethics Review Committee for Animal Experimentation of the National Institute of Health Sciences, Japan. All experimental protocols were approved by the National Center for Toxicological Research (NCTR), U.S. Food and Drug Administration (FDA). All the methods were carried out in accordance with the approved guidelines. The animals were sacrificed 24 hours after the last dosing day and liver samples were isolated for miRNA-seq analysis as described below. At each treatment condition (the combination of dose and time point), five rats were applied, of which three were used for miRNA profiling. There were twelve treatment conditions in the experiments (=3 doses × 4-time points).

### RNA extraction from rat livers

Total RNA was isolated from approximately 15 mg liver sections using miRVana^*TM*^ isolation kit (Ambion® ThermoFisher Scientific, Grand Island, NY, USA) according to manufacturer’s protocol. The yield of the extracted RNA was determined spectrophotometrically by measuring the optical density at 260 nm (Nanodrop-1000, Thermo Scientific, Wilmington, DE, USA). The quality of RNA samples was characterized with Agilent BioAnalyzer (Agilent Technologies, Santa, Clara, CA, USA) using the RNA6000 Nano Chip (Agilent Technologies). All the RNA samples had RNA integrity numbers (RINs) greater than 8.0 with an average RIN of 9.2.

### Library construction and miRNA-seq

miRNAs were profiled using Illumina HiSeq-2000 platform for three biological replicates of each treatment condition. It was performed by the service provider (Microarray Core Facility, the University of Texas at Southwestern, Dallas, TX, USA). Briefly, 1 µg of extracted total RNA was used for miRNA-seq library preparation using Illumina TruSeq small RNA sample preparation kit. Each RNA sample was processed individually by adding special bar-coded adaptors and reverse transcriptase and amplified. The quantity and quality of each library were measured by Picogreen DNA quantification and Bioanalyzer high sensitive Pico chips (Agilent Technologies). Forty-eight barcoded libraries were then pooled by mixing equimolar of DNA. The pooled libraries were then loaded onto 6% high-resolution PAGE gel for separation of miRNA from other RNAs. The bands with the molecular weight between 145–160 bp were excised into recovery tubes for gel purification. The recovered barcoded libraries were then sequenced on the Illumina HiSeq2000 platform with single end base pair reads. The sequencing data were de-multiplexed and transformed to fastq data files. 

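In the deposited counts, the median total over the 48 libraries was 10237542 reads on miRNAs.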

The read depths for each sample were about 10 million. All of the raw miRNA sequencing data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) with accession number GSE87446.

### Processing of miRNAs sequencing data

As miRNAs are short (approximately 18–25 nucleotides long) and the routine sequencing generally has a read length of 50 bps, the adaptor sequence was trimmed. Read with length less than 18 bases or more than 25 bases after trimming (as default) were discarded. The further quality check was performed after trimming to evaluate the distribution of read length, which was anticipated to be centered at 21 bases for a good miRNA-seq library preparation. Schematic workflow for this study is depicted in Fig. 1. The quality of samples was assessed by FastQC tool and all the samples passed the Phred quality score cutoff of 30 (99.9% base call accuracy). All miRNA reads were then mapped to the Rattus norvegicus (rn5) genome to verify indeed all miRNAs are from rats.

Quality control and assessment for the dataset are showed in Figure S6. In summary, read depth span from 5 to 15 averaging about 10 million for each sequencing run (Figure S6A); Phred scores of majority reads are around 38 (Figure S6B); there were about 10% reads (<18 nts and >25 nts) that were discarded (Figure S6C); after processing, mapping rate to the rat genome ranged from 60 to 80% (Figure S6D); average mapping rate against to miRBase (released June. 2014) is 50% (Figure S6E); in total, 664 miRNAs have at least one read mapped with at least one sample. 

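The counts include only reads assigned to miRNAs and range from 293331 to 14906217 per library. In the library with 293331 counts, 3 reads correspond to 10.2 RPM, so that values below it were not detectable there.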

Low abundant miRNA sequences containing less than five normalized reads per million were removed. 

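A minimum of 5 RPM in at least 3 libraries kept 301 of the 664 miRNAs with a read, and a minimum of 5 RPM in every library kept 223. The paper's text gives the minimum and does not give the number of libraries that had to reach it. Of the 330 miRNAs in the paper's Table S1, 108 were below the first of these filters.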

The removal of low abundant miRNA reads eliminates possible artifacts obtained from the normalization of miRNA that is not present in one or more samples. Therefore, miRNAs with high read counts are considered abundant and consists of actual raw reads before and after post-processing of NGS data. To evaluate the consistency of data sets among three replicates (rats), we performed scatterplot analyses to estimate the correlation coefficients at low, middle and high doses during 3-, 7-, 14- and 28-d. Figures S3–5 provide detailed scatterplots of the low-, middle- and high-dose exposures.

### Differentially expressed miRNA (DEM) analysis

The miRDeep2 pipeline was applied for the mapping of the reads to miRBase Release 21^48, 49^ and the quantification. Reads per million and upper quartile normalization were performed to adjust the library size and RNA composition. Details about this normalization method can be found in Rapaport, *et al*.^50^. DEMs was determined using edgeR^51^ with a threshold of fold change >1.5 and p-value < 0.05.

### Time and dose-response analysis

To identify time- and/or dose-dependent expression changes in miRNAs, all DEMs were processed and compiled into a single file: a holistic view of deregulated miRNAs. This file was then utilized to generate Venn diagrams to find out the overlapping as well as condition specific (dose or time) miRNAs among all the treated samples. An additional analysis was also accomplished to determine the time and dose response trends in overlapping DEMs. Changes in miRNA level were considered as time responsive if its relative expression level (fold change) follows an increasing or a decreasing pattern along the four time-points (3-d, 7-d, 14-d and 28-d) in at least two dose levels. Similarly, changes in miRNA levels were considered as dose-responsive if its relative expression level increases or decreases along the three doses (low, middle and high) in at least two-time points.

### Target genes identification and functional analysis of DEMs

Two different approaches were adopted to determine target genes of DEMs and their functional interpretation. In the first approach, the Ingenuity Pathway Analysis (IPA) (http://www.ingenuity.com) software package was used to analyze DEMs and their target genes using the miRNA/mRNA target analysis functionality. Experientially observed target genes for DEMs were retrieved from IPA. Disease enrichment analysis of miRNAs and functional pathway enrichment of experientially observed target genes were performed with IPA. Molecular networks were generated to graphically display the interconnected miRNAs and their target genes. In the second approach, information on putative target genes of DEMs was downloaded from miRWalk2.0^52, 53^ using seven different prediction algorithms. These miRNA-gene interactions were further filtered by applying the intersection criterion in which only those target genes that qualify for pathway enrichment analyses which are predicted with at least 2 out of 7 algorithms^54–56^. This filtered information was interrogated against the gene sets of KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. A customized script was executed in R-statistical package (R x3.2.4) environment which estimates the statistical enrichment of signaling cascades associated with the target genes of DEMs with a cut-off of 5% from Fisher’s exact test and multiple test adjustment using the Benjamini and Holm (BH) method^54, 55, 57, 58^.

### qRT-PCR validation

Custom-made TaqMan® Low-Density Array (TLDA) cards for miRNA expression analysis (Applied Biosystems, Life Technologies, Carlsbad, CA, USA) were used for quantification of specific miRNAs, each card allowing 384 simultaneous qPCR reactions of two different miRNAs in duplicates. U6 was used as reference gene and one mandatory control. Ten nanograms of total RNA was used to generate cDNA with the TaqMan microRNA reverse transcription kit (Applied Biosystems). TaqMan miRNA primer probes (Applied Biosystems) specific for mature miRNA were used for RT-PCR on a Viia7 PCR and detection instrument. Samples were normalized using the endogenous U6 control gene. Unpaired two-tailed Student’s t-tests were performed to determine statistically significant differences in miRNA expression in treated rats compared to the control.

### Histopathological data acquisition

The histopathological features of the rat livers treated with TAA were gathered from TG-GATE database to perform a regression analysis. These histopathological features are carefully determined by expert pathologists on the liver tissues treated with 3 doses (low, middle and high) and 4 time points (3-d, 7-d, 14-d, and 28-d). These features are nuclear alteration, cellular foci, cellular infiltration, change in eosinophilic, degeneration of granular eosinophilic, fibrosis, hypertrophy, bile duct proliferation, proliferation of ova cell, single cell necrosis (Figure S1). In order to carry out a regression analysis between expression data and histopathological features, the data points for 3-d, 7-d and 14-d with low dose exposures were removed because no histopathological changes were observed at these time points. 1.5-fold change was applied as a cutoff to generate a confidence matrix. This matrix was then imported into MATLAB (version R2016a) and “perfcurve” function was applied to calculate area under the curve (AUC) with the help of receiver operating characteristic (ROC).

### MicroRNAs Sequencing Data Availability Statement

The datasets generated and analyzed during the current study are available in the GEO repository (GSE87446). The following link has been created to allow review of record GSE87446 while it remains in private status: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gpevyqegphgxbwb&acc=GSE87446. Upon acceptance of this manuscript, the dataset will be opening to the public.

## Electronic supplementary material

Supplemental information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

## References

[1] Obiri, S. *et al*. Human Health Risk Assessment of Artisanal Miners Exposed to Toxic Chemicals in Water and Sediments in the PresteaHuni Valley District of Ghana. *Int J Environ Res Public Health***13** (2016).10.3390/ijerph13010139PMC473053026797625

[2] Tsuji JS, Garry MR, Perez V, Chang ET (2015). Low-level arsenic exposure and developmental neurotoxicity in children: A systematic review and risk assessment. Toxicology.

[3] Zerdoumi Y (2015). A new genotoxicity assay based on p53 target gene induction. Mutat Res Genet Toxicol Environ Mutagen.

[4] Ravegnini G, Sammarini G, Hrelia P, Angelini S (2015). Key Genetic and Epigenetic Mechanisms in Chemical Carcinogenesis. Toxicol Sci.

[5] Labib, S. *et al*. Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action. *Arch Toxicol* (2015).10.1007/s00204-015-1595-5PMC504300726377693

[6] Kirkland D, Reeve L, Gatehouse D, Vanparys P (2011). A core *in vitro* genotoxicity battery comprising the Ames test plus the *in vitro* micronucleus test is sufficient to detect rodent carcinogens and *in vivo* genotoxins. Mutat Res.

[7] Parry JM, Parry E, Phrakonkham P, Corvi R (2010). Analysis of published data for top concentration considerations in mammalian cell genotoxicity testing. Mutagenesis.

[8] Benigni R, Bossa C, Tcheremenskaia O (2013). Nongenotoxic carcinogenicity of chemicals: mechanisms of action and early recognition through a new set of structural alerts. Chem Rev.

[9] Boffetta P, Islami F (2013). The contribution of molecular epidemiology to the identification of human carcinogens: current status and future perspectives. Ann Oncol.

[10] Eichner J, Wrzodek C, Romer M, Ellinger-Ziegelbauer H, Zell A (2014). Evaluation of toxicogenomics approaches for assessing the risk of nongenotoxic carcinogenicity in rat liver. PLoS One.

[11] Beland FA, Olson GR, Mendoza MC, Marques MM, Doerge DR (2015). Carcinogenicity of glycidamide in B6C3F1 mice and F344/N rats from a two-year drinking water exposure. Food Chem Toxicol.

[12] Ding W (2012). *In vivo* genotoxicity of furan in F344 rats at cancer bioassay doses. Toxicol Appl Pharmacol.

[13] Sistare FD (2011). An analysis of pharmaceutical experience with decades of rat carcinogenicity testing: support for a proposal to modify current regulatory guidelines. Toxicol Pathol.

[14] Huff J, Jacobson MF, Davis DL (2008). The limits of two-year bioassay exposure regimens for identifying chemical carcinogens. Environ Health Perspect.

[15] Seely JE, Pegg AE (1983). Effect of 1,3-diaminopropane on ornithine decarboxylase enzyme protein in thioacetamide-treated rat liver. Biochem J.

[16] Sheikh, T.A.a.N. An overview of thioacetamide-induced hepatotoxicity. *Informa***32** (2013).

[17] Chapman KL (2013). Pharmaceutical toxicology: designing studies to reduce animal use, while maximizing human translation. Regul Toxicol Pharmacol.

[18] Black MB (2015). Using gene expression profiling to evaluate cellular responses in mouse lungs exposed to V2O5 and a group of other mouse lung tumorigens and non-tumorigens. Regul Toxicol Pharmacol.

[19] Doktorova TY (2012). Comparison of hepatocarcinogen-induced gene expression profiles in conventional primary rat hepatocytes with *in vivo* rat liver. Arch Toxicol.

[20] Hoenerhoff MJ (2011). Global gene profiling of spontaneous hepatocellular carcinoma in B6C3F1 mice: similarities in the molecular landscape with human liver cancer. Toxicol Pathol.

[21] Thomas RS (2012). Integrating pathway-based transcriptomic data into quantitative chemical risk assessment: a five chemical case study. Mutat Res.

[22] Zhong J, Chen Y, Wang LJ (2016). Emerging molecular basis of hematogenous metastasis in gastric cancer. World J Gastroenterol.

[23] Prasadam, I. *et al*. Systematic Identification, Characterization and Target Gene Analysis of microRNAs Involved in Osteoarthritis Subchondral Bone Pathogenesis. *Calcif Tissue Int* (2016).10.1007/s00223-016-0125-726944279

[24] Lewis, S. MicroRNA gets motoring. *Nature Reviews Neuroscience***15** (2014).10.1038/nrn367224370875

[25] Paul Graves, Y. Z. Biogenesis of Mammalian MicroRNAs: A Global View. *Genomics, Proteomics & Bioinformatics***10** (2012).10.1016/j.gpb.2012.06.004PMC505421123200133

[26] Abue M (2015). Circulating miR-483-3p and miR-21 is highly expressed in plasma of pancreatic cancer. Int J Oncol.

[27] Eminaga S1, C. D., Vigneault, F., Church, G. M., Seidman, J. G. Quantification of microRNA expression with next-generation sequencing. *Curr Protoc Mol Biol*. Jul (2013).10.1002/0471142727.mb0417s103PMC413888123821442

[28] Nekrutenko A, Taylor J (2012). Next-generation sequencing data interpretation: enhancing reproducibility and accessibility. Nature Reviews Genetics.

[29] Hailey JR (2014). Biliary proliferative lesions in the Sprague-Dawley rat: adverse/non-adverse. Toxicol Pathol.

[30] Yeh CN, Maitra A, Lee KF, Jan YY, Chen MF (2004). Thioacetamide-induced intestinal-type cholangiocarcinoma in rat: an animal model recapitulating the multi-stage progression of human cholangiocarcinoma. Carcinogenesis.

[31] Liu Z, Wang Y, Borlak J, Tong W (2016). Mechanistically linked serum miRNAs distinguish between drug induced and fatty liver disease of different grades. Sci Rep.

[32] Keller A, Meese E (2016). Can circulating miRNAs live up to the promise of being minimal invasive biomarkers in clinical settings?. Wiley Interdiscip Rev RNA.

[33] Liu W, Cao H, Yan J, Huang R, Ying H (2015). ‘Micro-managers’ of hepatic lipid metabolism and NAFLD. Wiley Interdiscip Rev RNA.

[34] Li Z (2010). Genomic analysis of microRNA time-course expression in liver of mice treated with genotoxic carcinogen N-ethyl-N-nitrosourea. BMC Genomics.

[35] Liu LN, Li DD, Xu HX, Zheng SG, Zhang XP (2015). Role of microRNAs in hepatocellular carcinoma. Front Biosci (Landmark Ed).

[36] Wang L, Yue Y, Wang X, Jin H (2015). Function and clinical potential of microRNAs in hepatocellular carcinoma. Oncol Lett.

[37] Morishita A, Masaki T (2015). miRNA in hepatocellular carcinoma. Hepatol Res.

[38] Basu, S. & Murphy, M. E. Genetic Modifiers of the p53 Pathway. *Cold Spring Harb Perspect Med***6** (2016).10.1101/cshperspect.a026302PMC481774427037420

[39] Harris SL, Levine AJ (2005). The p53 pathway: positive and negative feedback loops. Oncogene.

[40] Li X (2015). microRNA-34a and microRNA-34c promote the activation of human hepatic stellate cells by targeting peroxisome proliferator-activated receptor gamma. Mol Med Rep.

[41] Xiao Z (2014). A small-molecule modulator of the tumor-suppressor miR34a inhibits the growth of hepatocellular carcinoma. Cancer Res.

[42] Chalanqui, M. J., O’Doherty, M., Dunne, N. J. & McCarthy, H. O. MiRNA 34a: a therapeutic target for castration-resistant prostate cancer. *Expert Opin Ther Targets* 1–11 (2016).10.1517/14728222.2016.116229426942553

[43] Guicciardi ME, Malhi H, Mott JL, Gores GJ (2013). Apoptosis and necrosis in the liver. Compr Physiol.

[44] Shibata C (2013). Inhibition of microRNA122 decreases SREBP1 expression by modulating suppressor of cytokine signaling 3 expression. Biochem Biophys Res Commun.

[45] Li A (2013). Modulation of miR122 expression affects the interferon response in human hepatoma cells. Mol Med Rep.

[46] Hsu SH (2012). Essential metabolic, anti-inflammatory, and anti-tumorigenic functions of miR-122 in liver. J Clin Invest.

[47] Uehara, T. *et al*. Prediction model of potential hepatocarcinogenicity of rat hepatocarcinogens using a large-scale toxicogenomics database. *Toxicology and Applied Pharmacology***255** (2011).10.1016/j.taap.2011.07.00121784091

[48] Kozomara A, Griffiths-Jones S (2011). miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Research.

[49] Kozomara, A. & G.-J.S. Annotating high confidence microRNAs using deep sequencing data. *Nucleic Acids Res***42** (2014).10.1093/nar/gkt1181PMC396510324275495

[50] Rapaport, F., K. R. & Liang, Y. Comprehensive evaluation of differential gene expression analysis methods for RNA-seq data. *Genome Biology***14** (2013).10.1186/gb-2013-14-9-r95PMC405459724020486

[51] Robinson, M. D., M. D. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics***26** (2010).10.1093/bioinformatics/btp616PMC279681819910308

[52] Dweep H, Gretz N (2015). miRWalk2.0: a comprehensive atlas of microRNA-target interactions. Nat Methods.

[53] Dweep H, Sticht C, Pandey P, Gretz N (2011). miRWalk–database: prediction of possible miRNA binding sites by “walking” the genes of three genomes. J Biomed Inform.

[54] Dweep H (2013). CNVs-microRNAs interactions demonstrate unique characteristics in the human genome. An interspecies *in silico* analysis. PLoS One.

[55] Gaynullina D (2015). Alteration of mRNA and microRNA expression profiles in rat muscular type vasculature in early postnatal development. Sci Rep.

[56] Qi X (2014). Ochratoxin A induced early hepatotoxicity: new mechanistic insights from microRNA, mRNA and proteomic profiling studies. Scientific Reports.

[57] Dweep H, Kubikova N, Gretz N, Voskarides K, Felekkis K (2015). Homo sapiens exhibit a distinct pattern of CNV genes regulation: an important role of miRNAs and SNPs in expression plasticity. Sci Rep.

[58] Dweep H, Sticht C, Kharkar A, Pandey P, Gretz N (2013). Parallel analysis of mRNA and microRNA microarray profiles to explore functional regulatory patterns in polycystic kidney disease: using PKD/Mhm rat model. PLoS One.

# Supplementary material for: Mechanistic roles of microRNAs in hepatocarcinogenesis: A study of thioacetamide with multiple doses and time-points of rats
**Source:** Sci Rep. 2017 Jun 8;7:3054. doi: 10.1038/s41598-017-02798-7
**Supplement:** Supplementary file 1 — Supplemental information

## Mechanistic roles of microRNAs in hepatocarcinogenesis: A study of thioacetamide with multiple doses and time-points of rats

Harsh Dweep<sup>1\*</sup>, Yuji Morikawa<sup>2\*</sup>, Binsheng Gong<sup>1\*</sup>, Jian Yan<sup>3</sup>, Zhichao Liu<sup>1</sup>, Tao Chen<sup>3</sup>, Halil Bisgin<sup>5</sup>, Wen Zou<sup>1</sup>, Huixiao Hong<sup>1</sup>, Tielu Shi<sup>6</sup>, Ping Gong<sup>7</sup>, Christina Castro<sup>4</sup>, Takeki Uehara<sup>8#</sup>, Yuping Wang<sup>1#</sup>, Weida Tong<sup>1#</sup>

**Supplementary Figure S1. Overview of the histopathological features of the rat liver (treated with TAA) observed by expert pathologists and documented under TG-GATE database.** The three columns describe the histopathological features, AUC values for miR-34a-5p and miR-455-3p. The columns (4-15) header contain information on dose and time points, for example, “Low\_3-d” stands for low dose at 3 day. The “green” and “grey” colors denote a feature is “found” and not “found”, respectively.

[illegible]

**Supplementary Figure S2. qRT-PCR validation of rno-miR-34a-5p at high dose with four time-points.** The figure shows a high abundance of transcripts of rno-miR-34a-5p in TAA treated (high dose) with respect to control liver samples. ‘\*’ indicates a significant difference of CT and fold change values in treated rats compared to the control group. X-axis describes time intervals of high-dose treatment and y-axis depicts CT values.

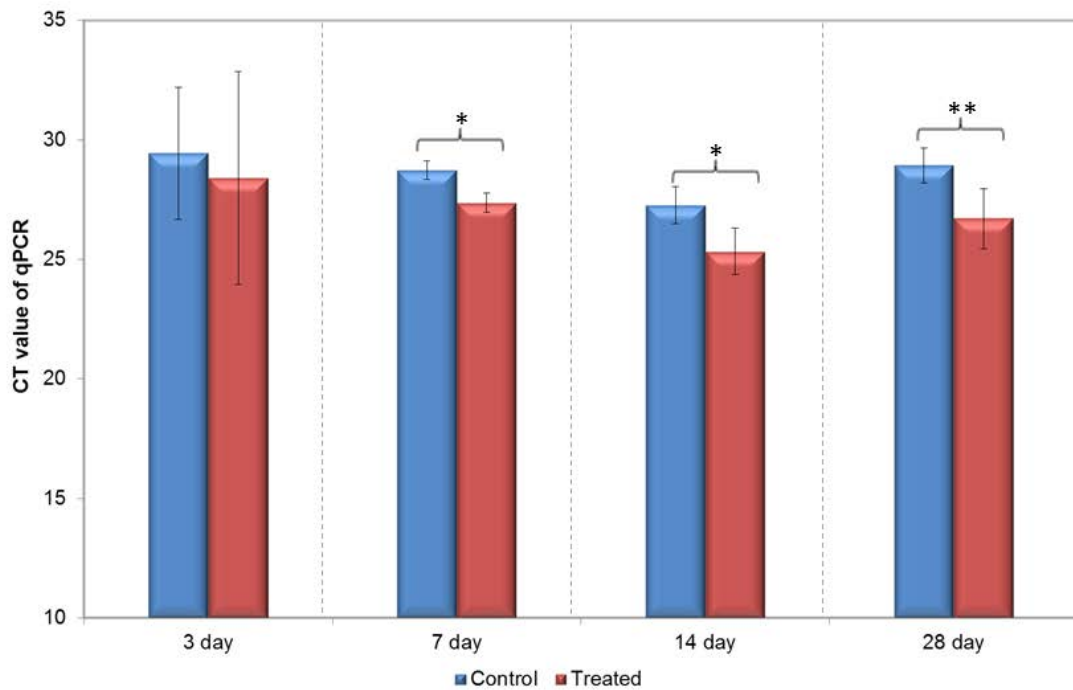

**Supplementary Figure S3. Scatterplots of all pairwise comparisons of log2 values among all three replicates during the entire course of low dose exposure treatments (3-, 7-, 14- and 28-d).** The upper and lower triangles of each square show the log2 values along with regression estimation bisector lines and correlation coefficient among each pair. The “\*\*\*” indicates high significance probability values ( $p < 0.001$ ). Each sample name stands for a rat treated with thioacetamide low dose, for example, “L3\_rat1” depicts low dose at 3 day in rat 1. The average correlation values among the three rats are approximately 0.98 which indicate a great consistent among the data sets used for elucidating the role of miRNAs in hepatocarcinogenicity.

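Pearson's r of log2 (count + 1) across the miRNAs with a read, which are not independent replicates, averaged 0.988 with an SD of 0.00411 over the 12 pairs of rats within the low dose groups, and the lowest pair had 0.980. With a pseudocount of 0.25, the mean was 0.977.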

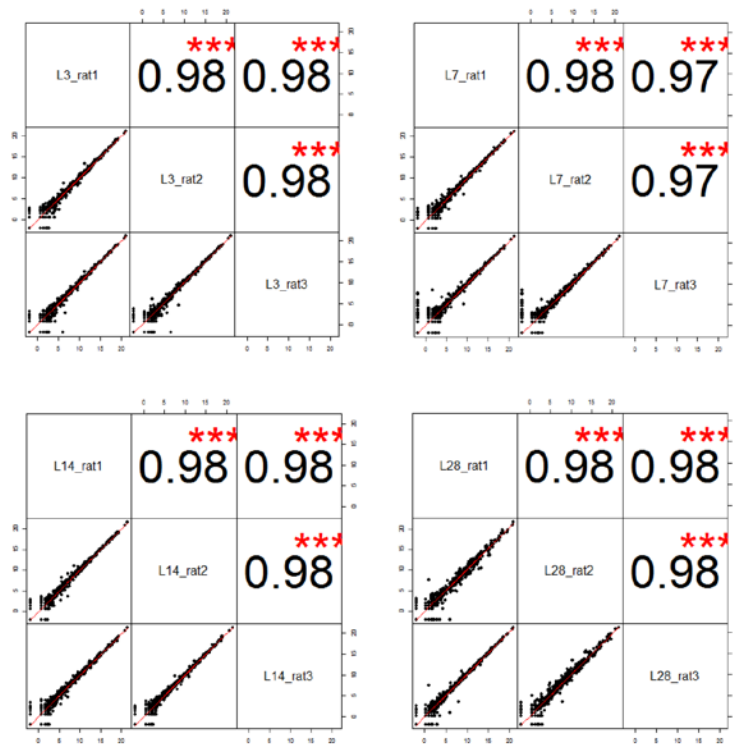

**Supplementary Figure S4. Scatterplots of all pairwise comparisons of log2 values among all three replicates during the entire course of middle dose exposure treatments (3-, 7-, 14- and 28-d).** The upper and lower triangles of each square show the log2 values along with regression estimation bisector lines and correlation coefficient among each pair. The “\*\*\*” indicates high significance probability values ( $p < 0.001$ ). Each sample name stands for a rat treated with thioacetamide middle dose, for example, “M14\_rat3” depicts middle dose at 14 day in rat 3. The average correlation values among the three rats are approximately 0.98 which indicate a great consistent among the data sets used for elucidating the role of miRNAs in hepatocarcinogenicity.

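Within the middle dose groups, r across miRNAs averaged 0.989 with an SD of 0.00351 over 12 pairs of rats, between 0.981 and 0.992. With a pseudocount of 0.25, the mean was 0.979.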

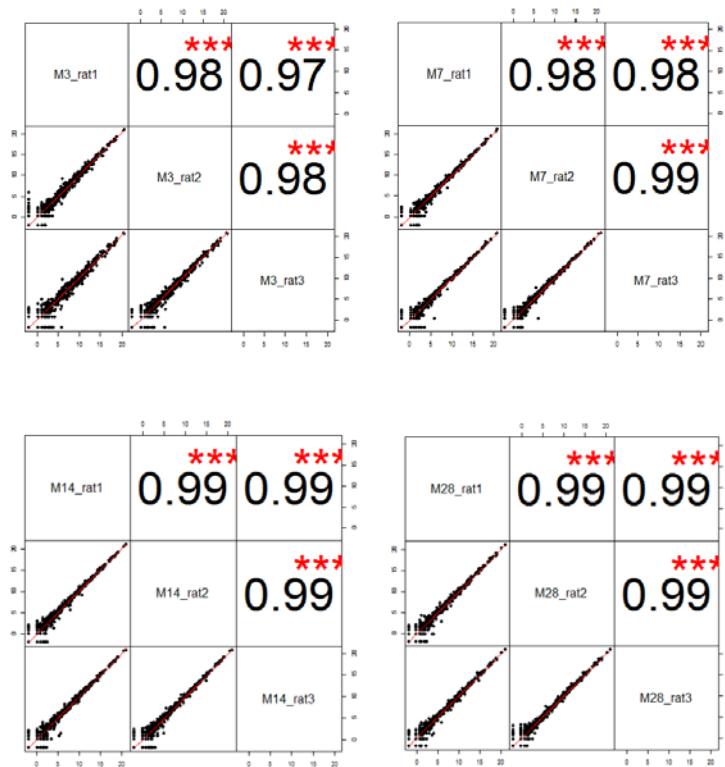

**Supplementary Figure S5. Scatterplots of all pairwise comparisons of log2 values among all three replicates during the entire course of high dose exposure treatments (3-, 7-, 14- and 28-d).** The upper and lower triangles of each square show the log2 values along with regression estimation bisector lines and correlation coefficient among each pair. The “\*\*\*” indicates high significance probability values ( $p < 0.001$ ). Each sample name stands for a rat treated with thioacetamide high dose, for example, “H28\_rat2” depicts high dose at 28 day in rat 2. The average correlation values among the three rats are approximately 0.98 which indicate a great consistent among the data sets used for elucidating the role of miRNAs in hepatocarcinogenicity.

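Within the high dose groups, r across miRNAs averaged 0.986 with an SD of 0.00345 over 12 pairs of rats, between 0.981 and 0.991. With a pseudocount of 0.25, the mean was 0.975. Within the control groups, the mean was 0.977 with an SD of 0.0301, and 0.990 without control 3-d replicate 1.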

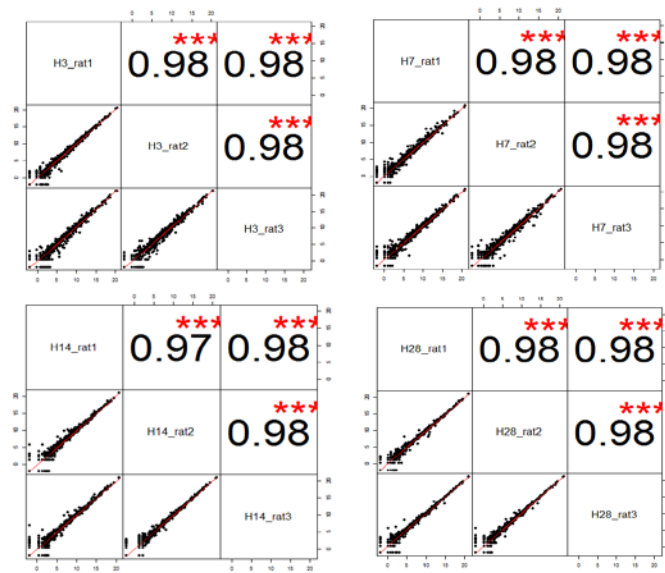

**Supplementary Figure S6. Overview of quality control and assessment of NGS data.**

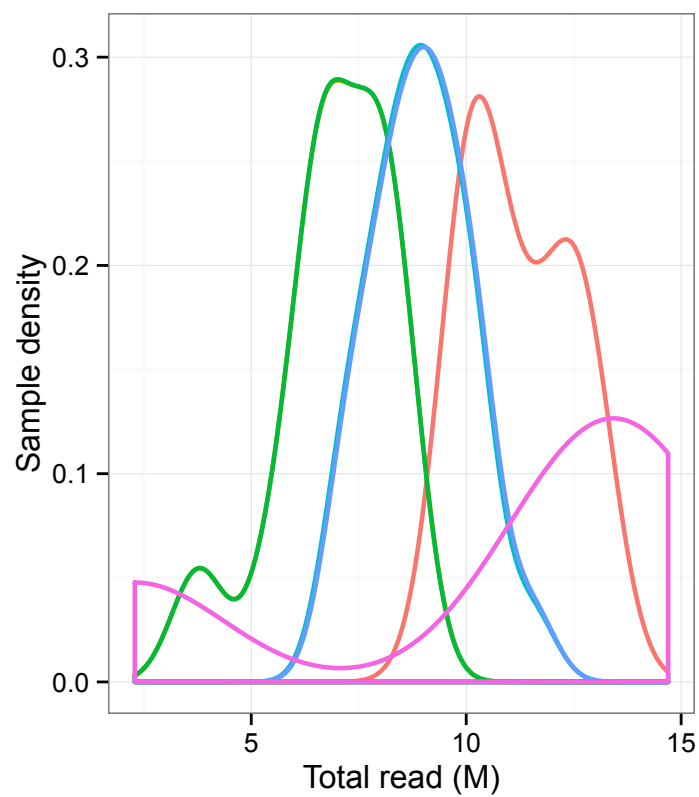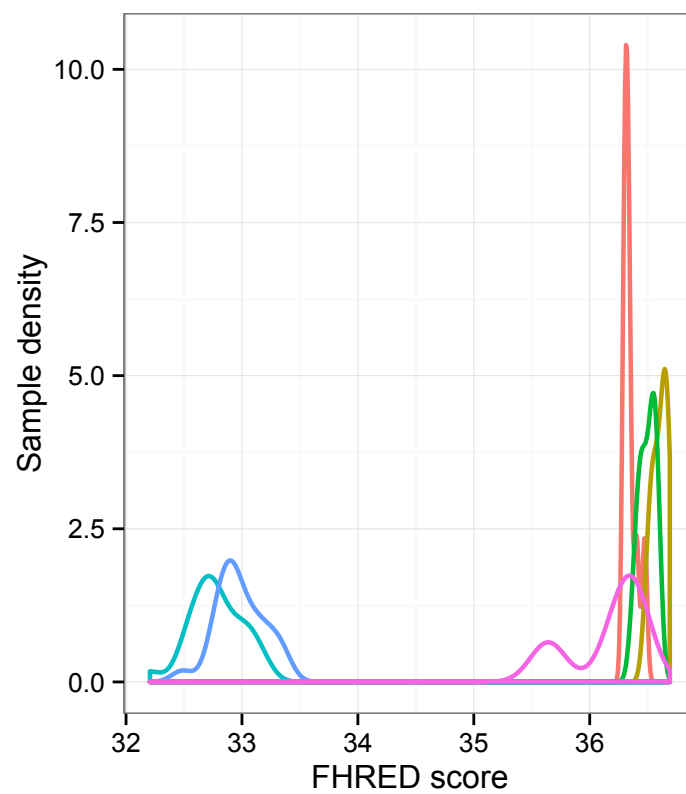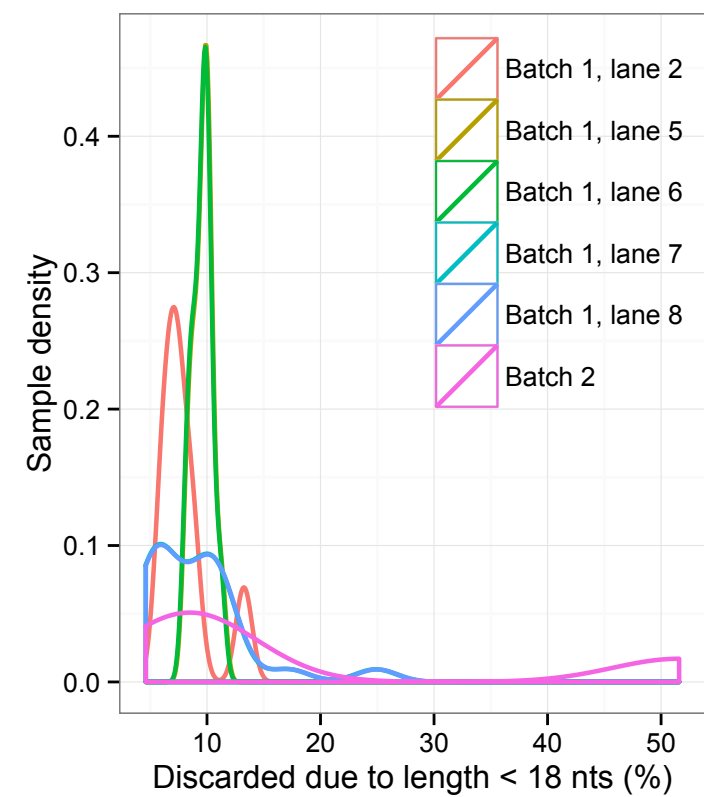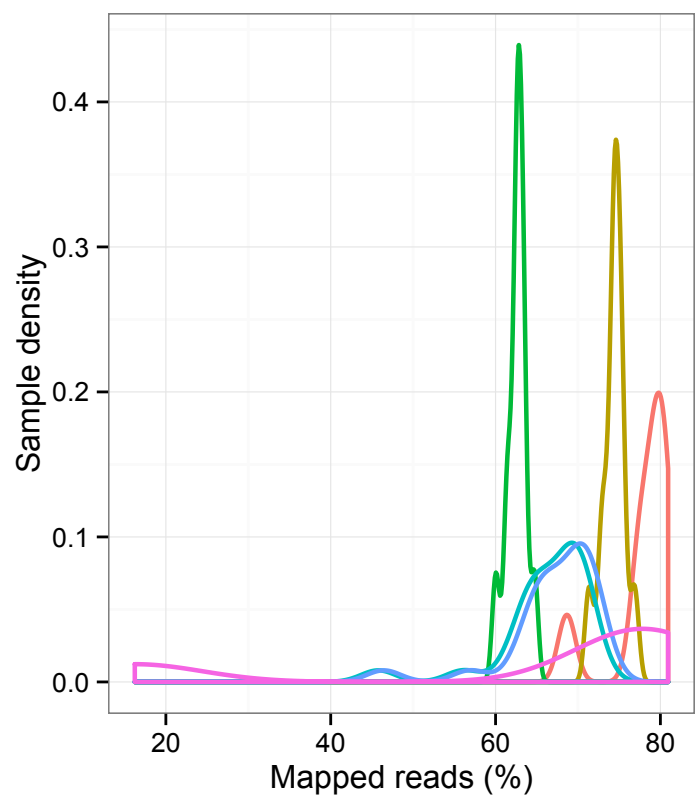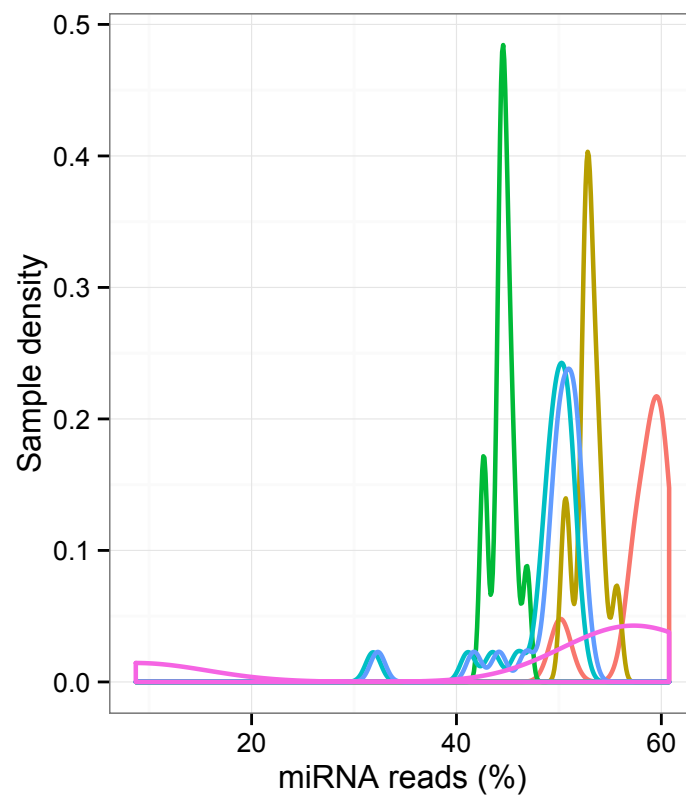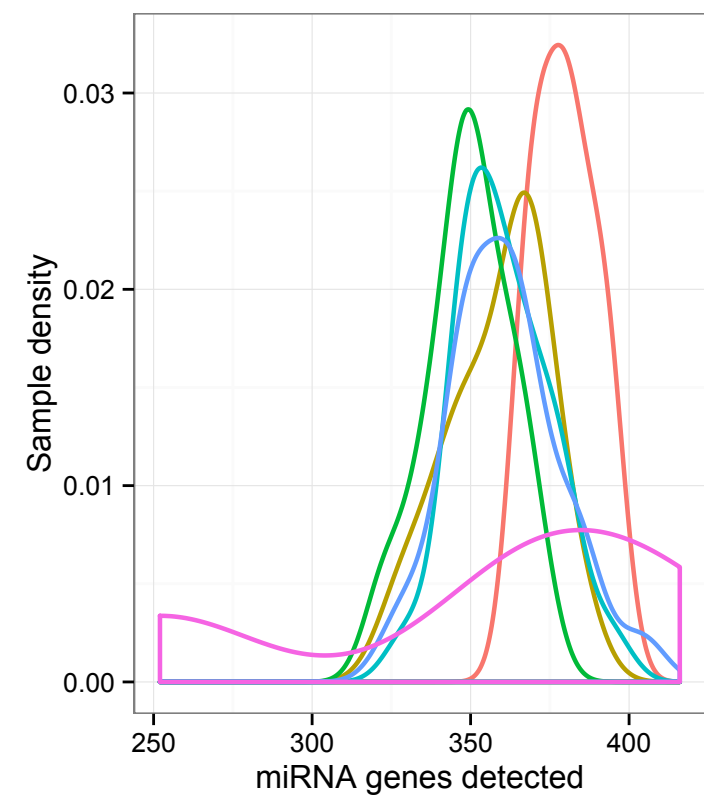

## **Supplementary Tables 1-5**

**Table S1. Differentially regulated miRNAs identified during TAA treatment with different doses and time points.**

**Table S2. Significantly enriched diseases obtained on differently expressed miRNAs during different treatment conditions.**

**Table S3. Significantly enriched pathways obtained on experimentally verified target genes of deregulated miRNAs during different doses and time points using IPA software.**

**Table S4. Significantly enriched pathways found on putative target genes of up-regulated miRNAs using miRWalk2.0.**

**Table S5. Overrepresented pathways determined on putative target genes of down-regulated miRNAs using miRWalk2.0.**

How the deposited data were processed for this re-analysis (not part of the article)

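Liver RNA from 48 male Sprague-Dawley rats was profiled by miRNA-seq, with 3 rats in each of 12 treatment conditions (low, middle and high dose of TAA, each for 3, 7, 14 and 28 days) and in each of 4 time-matched control groups. The deposited file holds raw counts for every library. To make these counts, the authors trimmed adaptors, kept reads of 18 to 25 bases, mapped them to miRBase release 21 and counted them with the miRDeep2 pipeline. The authors applied no normalization and no filter on low counts to the deposited counts and did not pool replicates. No other per-sample values were analysed here.

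The sample labels name the dose, the time point and a running number from 1 to 48, which is used as the replicate number. A mature miRNA that was listed for several precursors was represented by the precursor with the most reads, because the same reads are counted for each. Of 71 such mature miRNAs, 64 had reads, and for 54 the precursor totals were within 5% of each other. Library totals were between 293331 and 14906217 counts with a median of 10237542. In the library with the lowest total, control 3-d replicate 1, a count of 3, taken as the limit of detection, corresponds to 10.2 RPM. In control 3-d replicate 2 it corresponds to 0.325 RPM. These limits cover counting error only.

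The settings were chosen before the data were examined. Of the 664 mature miRNAs with a read, the 301 with at least 5 RPM in at least 3 of the 48 libraries were tested. Each treatment condition was compared with the controls of its time point in a separate fit of 6 libraries, with edgeR 4.0.16 in R 4.3.3, upper quartile normalization and the quasi-likelihood F-test. A DEM had an unadjusted p-value below 0.05 and a fold change above 1.5, the thresholds given in the paper's methods, and the number with a Benjamini-Hochberg adjusted p-value below 0.05 is given beside it. With 3 rats against 3, the smallest 2-sided p-value of an exact permutation test of a single miRNA is 0.1, so no such test was used. Standard errors were computed from the log2 fold change and the F statistic. Values are given as upper quartile normalized RPM or as RPM, as stated.

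Differences of treatment effects between doses or time points were tested as 22 contrasts of a single fit of all 48 libraries with Benjamini-Hochberg adjustment over the 22. Unions and intersections of DEMs, the trend rule of the paper's methods, Pearson's r of log2 (count + 1) between replicates and ranks by mean RPM are descriptive. Common DEMs were set beside 100 draws for each time point, in which the unchanged groups and their shared controls were both simulated. Genomic clusters of at least 8 tested miRNAs within 10000 bases of their neighbours were taken from the RefSeq annotation, in which 462 of the 494 precursors were matched by name, and were tested with camera (limma 3.58.1, preset correlation) and with fry.

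The miRNAs named in the text are those the paper names, the 5 others called in the largest number of conditions and, in each condition, the higher and the lower DEM with the smallest p-value among those whose treated and control values do not overlap. Lists of marker miRNAs of red blood cells, leukocytes, skeletal or heart muscle, pancreas, brain, hepatocytes, smooth muscle or stellate cells, epithelium or bile duct, and kidney were used to examine the library with the lowest total.

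The alternatives were TMM normalization, DESeq2's size factors in the edgeR test, library size alone, no filter, at least 5 RPM in every library, edgeR's exact test, the Wald test of DESeq2 1.42.0, all 12 controls pooled, a single fit of all 48 libraries, Benjamini-Hochberg adjusted p-values and each library left out in turn. For the differences of treatment effects they were TMM normalization, all 12 controls pooled and each library left out. For the correlations they were a pseudocount of 0.25 and the filtered miRNAs, for the ranks the median RPM. Alternatives added after the data were seen were the mean and the sum of the precursors of a mature miRNA, edgeR's exact test without a filter and, for the differences of treatment effects, DESeq2's size factors, library size alone and no filter.

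The tests were tested on simulated data in which 200 of the 664 miRNAs were changed. Of the 82 changed miRNAs among the 301 tested, the quasi-likelihood F-test called 80 (97.6%), edgeR's exact test 81 and DESeq2 79. All 39 tested miRNAs changed by the largest fold were called by each. Of the 219 unchanged miRNAs, 4, 4 and 2 were called. In the draws of unchanged groups with shared controls, the quasi-likelihood F-test called more. The average per list was 14.3 DEMs at 3-d, 8.4 at 7-d, 6.92 at 14-d and 9.91 at 28-d. Of 10 simulated sets of miRNAs, the 1 raised set was called by camera and by fry, and 0 of the unchanged sets were called by either. Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were used for the tables. The paper's qPCR, histopathology and pathway results were not analysed here.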

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

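The tests of normalization, of single libraries and of swapped labels in this part were chosen only after the results were seen. Of the 22 differences of treatment effects between doses or time points for the miRNAs that the paper names, 5 had a Benjamini-Hochberg adjusted p-value below 0.05 in edgeR's quasi-likelihood test of all 48 libraries (3 rats per group). The ranges below cover the alternatives run for these differences, namely TMM normalization, all 12 controls pooled, each library left out and, chosen after seeing the values, DESeq2's size factors, library size alone and no filter. The sample labels name no batch, so none was tested.

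At 14-d, the effect on miR-34a-5p was smaller with the high dose than with the low dose, a difference of -3.29 on the log2 scale (standard error 0.52, edgeR adjusted p = 4.51e-06). The 3 rats of the high dose had between 44.0 and 112 RPM and the 3 of the low dose between 453 and 883 RPM. Over these alternatives the difference was between -3.64 and -2.87, with an adjusted p between 6.84e-08 and 0.00026. It was -2.93 with library size alone, the smallest of 3 other scalings, which argues against the normalization as its cause, and at least -2.87 in size with any library left out (without low dose 14-d replicate 42), which argues against a single library. The lowest high dose 14-d library, replicate 7, was at 0.778 times the highest control in RPM of miR-34a-5p, while the other 2 (80.0 and 112 RPM) were above all 12 controls (at most 56.6 RPM). Against all 12 controls pooled, the log2 fold change was 1.17, and miR-34a-5p was the 1 DEM of this condition. These values go both ways, so control libraries labelled as high dose cannot be told apart from a small effect. A loss of the response at the high dose stays open as an untested biological explanation.

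For miR-122-5p, the effect was lower with the high than with the low dose by -0.85 at 7-d (standard error 0.24, edgeR adjusted p = 0.00823) and by -0.92 at 14-d (standard error 0.24, edgeR adjusted p = 0.00541). In 3 of 3 rats of the low dose at each time point, miR-122-5p was above the 3 controls, and with the high dose it was above them in 1 of 3 rats at 7-d and in 0 of 3 at 14-d. Under these alternatives, the differences ranged from -1.01 to -0.67 (adjusted p from 0.000458 to 0.0383) and from -1.06 to -0.55 (adjusted p from 0.000224 to 0.0274). The smallest under 3 other scalings were -0.67 and -0.55, both with library size alone, so their size depended on the scaling. With the library left out that moved them most, they were -0.76 (without high dose 7-d replicate 26) and -0.83 (without low dose 14-d replicate 40). Their direction and an adjusted p below 0.05 held under each of these scalings and left-out libraries, which argues against either as the sole cause. A dose effect stays open as untested.

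With the middle dose, the effect on miR-34a-5p rose by 2.08 from 3-d to 28-d (standard error 0.69, edgeR adjusted p = 0.0263), with 3 of 3 treated rats above the 3 controls at both time points. The smallest value under 3 other scalings was 2.21 (TMM normalization), and all 12 controls pooled gave 1.18. With single libraries left out, the smallest value was 1.77 (without control 3-d replicate 3), and the adjusted p was above 0.05 in 6 alternatives, namely all 12 controls pooled and the fits without control 3-d replicate 3, middle dose 3-d replicates 11 and 12, control 28-d replicate 17 and middle dose 28-d replicate 39. Over these alternatives it was between 0.00521 and 0.109. The number of libraries keeps open whether any of them decides the difference. A rise with the duration of treatment stays open as untested.

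With the high dose, the effect on miR-455-3p rose by 2.28 from 3-d to 28-d (standard error 0.80, edgeR adjusted p = 0.0310), although 0 of 3 treated rats were below the 3 controls at 3-d and 0 of 3 were above them at 28-d. The smallest value under 3 other scalings was 2.56 (library size alone), which argues against the scaling as the cause. Without control 3-d replicate 1, the difference was -0.21, which is consistent with this single library as its source. Over these alternatives, the adjusted p was between 0.00339 and 0.787 and above 0.05 in 7 of them, namely all 12 controls pooled and the fits without control 3-d replicate 1, control 28-d replicates 16 and 18, high dose 28-d replicate 21 and high dose 3-d replicates 23 and 24. A biological change between the time points stays open as untested.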

How the results depend on the processing

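The splits of the libraries were planned, and the mean or sum of the precursors and edgeR's exact test without a filter were chosen after seeing the data, as were, for the differences of effects, DESeq2's size factors, library size alone and no filter. No paired analysis was possible because every library has its own running number. Of 471 values of the main counts and correlations under another setting with all libraries, 373 kept within 1.5 times the reported value or within the spread and 98 did not. Of 1113 values for single miRNAs, 992 kept their direction and their side of the threshold, 97 lost the threshold, 23 gained it and 1 reversed. With one library left out, 1240 of 1272 and 695 of 756 stayed the same, and of the latter 47 lost the threshold, 10 gained it and 4 reversed. The cause was not tested for any change below, except where fewer miRNAs or libraries, or a stricter threshold, entered by construction.

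Without a filter, more miRNAs were tested, and DEMs numbered 77 (low dose 3-d), 56 (low dose 28-d), 27 (middle dose 3-d), 85 (middle dose 14-d), 74 (high dose 3-d), 45 (high dose 14-d) and 70 (high dose 28-d). The merged lists held 117 at 3-d, 196 at middle dose and 200 at high dose, with 218 lower miRNAs. Common DEMs were 17 at 3-d and 6 with the middle dose. miR-455-3p was called in 11 and miR-34a-3p in 10 conditions. Of the differences of effects, 8 were called, an alternative chosen after seeing the data.

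With at least 5 RPM in every library, fewer miRNAs were tested, and DEMs fell to 65 (low dose 14-d), 31 (middle dose 14-d), 40 (high dose 7-d), 11 (high dose 14-d) and 26 (high dose 28-d). The merged lists held 47 at 3-d, 85 at 14-d and 77 at high dose. Common DEMs were 10 at 7-d, 5 at 14-d, 4 at 28-d and 22 in all comparisons, miR-122-5p was called in 1 condition and 1 DEM was responsive to dose and time.

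With Benjamini-Hochberg adjusted p-values, DEMs were 0 (low dose 3-d), 1 (low dose 28-d), 0 (middle dose 3-d), 0 (high dose 3-d), 39 (high dose 7-d), 5 (high dose 14-d) and 10 (high dose 28-d). The merged lists held 0 at 3-d and 49 at high dose. The unadjusted counts at 3-d were 50, 9 and 34. Common DEMs were 0 at 3-d, 2 at 14-d, 1 at 28-d, 0 with each dose and 17 in all comparisons. miR-455-3p was called in 3 conditions and 1 DEM was responsive.

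In one fit of all 48 libraries, DEMs were 109 (low dose 3-d), 59 (middle dose 3-d) and 108 (high dose 3-d), the merged list at 3-d held 159, common DEMs were 40 at 3-d, 4 at 14-d, 5 with the middle dose and 58 in all comparisons, and 1 DEM was responsive. With all 12 controls pooled, DEMs were 23 (middle dose 3-d), 1 (high dose 14-d) and 11 (high dose 28-d), common DEMs were 10 at 3-d, 1 at 14-d, 4 at 28-d, 6 with the middle dose and 21 in all comparisons, miR-455-3p was called in 3 conditions, 0 DEMs were responsive, 3 differences of effects were called, and the log2 fold change of miR-455-3p with the high dose at 28-d reversed to -0.45.

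With edgeR's exact test, middle dose 3-d had 22 DEMs and 15 were common at 3-d. With DESeq2's Wald test, DEMs were 77 (low dose 3-d), 29 (middle dose 3-d) and 55 (high dose 3-d), common DEMs were 22 at 3-d and 6 with the middle dose, and miR-455-3p was called in 11 conditions. With edgeR's exact test without a filter, DEMs were 28 (middle dose 3-d) and 71 (high dose 3-d), the merged lists held 196 at middle and 186 at high dose, 202 miRNAs were lower, common DEMs were 18 at 3-d, 5 at 28-d, 6 with the middle and 3 with the high dose, miR-455-3p was called in 11 and miR-34a-3p in 9 conditions. With the sum of the precursors, middle dose 3-d had 5 DEMs and 3 were common at 3-d. With their mean, the counts stayed within 1.5 times.

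Under other scalings, common DEMs at 3-d were 3 with TMM normalization, 2 with DESeq2's size factors and 3 with library size alone, which also gave 2 common DEMs with the high dose and 1 condition with miR-122-5p. DESeq2's size factors gave 4 DEMs with the middle dose at 3-d. The median of all tested miRNAs shifted by up to 0.23, 0.22 and 0.28 (log2) under these scalings, and the share of higher DEMs depended on the scaling in the conditions below. It moved by more than 10 points in 6, 7 and 9 conditions. With TMM normalization it became 46.3% (low dose 3-d), 49.0% (low dose 14-d), 57.1% (low dose 28-d), 66.7% (middle dose 3-d), 46.9% (high dose 3-d) and 76.0% (high dose 14-d). With DESeq2's size factors it became 43.4% (low dose 3-d), 53.6% (low dose 14-d), 58.6% (low dose 28-d), 100% (middle dose 3-d), 57.9% (middle dose 14-d), 66.7% (high dose 7-d) and 67.4% (high dose 28-d). With library size alone it became 42.1% (low dose 3-d), 45.6% (low dose 7-d), 51.6% (low dose 14-d), 75.9% (low dose 28-d), 66.7% (middle dose 3-d), 83.6% (middle dose 14-d), 87.0% (middle dose 28-d), 45.2% (high dose 3-d) and 91.4% (high dose 14-d).

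With one library left out at a time, DEMs ranged from 18 to 71 (low dose 3-d), 23 to 49 (low dose 28-d), 3 to 30 (middle dose 3-d) and 6 to 50 (high dose 3-d), and from 47 to 89 in the merged list at 3-d. Common DEMs ranged from 2 to 25 at 3-d, 6 to 14 at 28-d, 3 to 7 with the low, 2 to 5 with the middle and 0 to 1 with the high dose, responsive DEMs from 1 to 4 and called differences of effects from 4 to 8. Without control 3-d replicate 1, values at 3-d reversed, with log2 fold changes of miR-455-3p from -2.76 to 0.31 (middle dose 3-d) and from -2.66 to 0.41 (high dose 3-d), and a difference from 3-d to 28-d with the high dose from -0.21 to 2.83. With the high dose at 28-d the log2 fold change of miR-455-3p ranged from -0.0533 (without control 28-d replicate 16) to 0.68.

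The mean r of replicates was 0.977, 0.979 and 0.975 with a pseudocount of 0.25, for the low, middle and high doses. The lowest total of 293331 counts limits the 3-d comparisons.

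Of the 10 splits of the 6 libraries of a condition into 3 and 3, 1 of the 10 splits, the real one, gave as many DEMs for low dose 3-d, low dose 7-d, low dose 14-d and low dose 28-d. It was also 1 of the 10 splits for middle dose 7-d, middle dose 14-d, middle dose 28-d, high dose 3-d, high dose 7-d, high dose 14-d and high dose 28-d. For high dose 3-d another split came close, with 33 DEMs against the real 34, and for low dose 28-d another gave 24 against 37. In the other 9 of these conditions, other splits gave at most 17. For middle dose 3-d, 7 of the 10 splits gave as many as the real 9 DEMs, and another split gave 36. A design of this size cannot give a share below 0.1.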

Differences from the paper's values

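In this part, a count or depth differs when one value is more than 1.5 times the other, and a log2 fold change or mean r differs when the values are farther apart than the error or SD or have opposite signs. A value called within the limit need not equal the paper's. In the reported analysis 18 of 70 values differed by this measure. Without a filter on low counts, an alternative set before the data were examined, 0 of 63 did, although most counts were not equal, such as 77 DEMs with the low dose at 3-d against the paper's 59. The paper's text does not state in how many libraries its minimum of 5 RPM had to be reached.

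For DEMs, the paper's Table S1 holds 29 with the middle dose at 3-d against 9 here, and no filter (27), edgeR's exact test (22), DESeq2's Wald test (29) and all 12 controls pooled (23) were within the limit. For the middle dose at 14-d, the paper's value is 83 against 52, and DESeq2's size factors (57), library size alone (67), no filter (85) and edgeR's exact test (56) were within it, of which 56 and 57 remained far from the paper's value. For the high dose at 3-d, the paper's value is 71 against 34, and no filter (74), edgeR's exact test (48) and DESeq2's Wald test (55) were within it. For the high dose at 14-d, the paper's value is 45 against 28, and library size alone (35) and no filter (45) were within it. The other alternatives set before the data were examined were outside the limit.

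By dose, the paper's 195 DEMs with the middle dose compare with 122, and library size alone (144), no filter (196), edgeR's exact test (133), DESeq2's Wald test (135) and one fit of all 48 libraries (139) were within the limit. The paper's 193 with the high dose compare with 120, and library size alone (129), no filter (200), DESeq2's Wald test (136) and one fit of all libraries (159) were within it. The paper counts 211 downregulated miRNAs against 102, and no filter (218) alone was within it. The paper's sums of downregulated miRNAs are 174 with the low dose against 107, 153 with the middle dose against 68 and 137 with the high dose against 41. No filter gave 190, 150 and 142, within the limit for each. For the low dose, TMM normalization (124), DESeq2's size factors (126), library size alone (135), edgeR's exact test (122), DESeq2's Wald test (146) and one fit of all libraries (119) were within it too. Apart from no filter, these stayed below the paper's value.

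The paper finds 5 common DEMs with the middle dose against 3, and no filter (6), at least 5 RPM in every library (4), edgeR's exact test (4), DESeq2's Wald test (6), all 12 controls pooled (6) and one fit of all libraries (5) were within the limit. At 3-d, the paper finds 18 common DEMs against 5, and no filter (17), edgeR's exact test (15) and DESeq2's Wald test (22) were within it. miR-455-3p was downregulated in 11 conditions in the paper and in 6 here, and no filter (11), edgeR's exact test (9) and DESeq2's Wald test (11) were within it. miR-34a-3p was more than 3-fold higher in 7 conditions in the paper and in 0 here, where it was below the filter, and no filter (9) alone was within it. The added alternative of edgeR's exact test without a filter, chosen after seeing the values, gave 28, 74, 71 and 40 DEMs for the middle dose at 3-d and 14-d and the high dose at 3-d and 14-d, 196 and 186 with the middle and high doses, 202 lower miRNAs, 6 common DEMs with the middle dose, 18 common DEMs at 3-d and 11 conditions for miR-455-3p, and called miR-34a-3p in 9 conditions.

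The paper gives the mean r as approximately 0.98 for the low, the middle and the high dose, against 0.988, 0.989 and 0.986. Because the paper's value is approximate, a difference of this size cannot be told apart from rounding. A pseudocount of 0.25 (0.977 and 0.979) was within the SD for the low and middle doses, and the filtered miRNAs (0.983) for the high dose. The paper's lowest depth is 5 M reads per library, and the lowest total of reads counted on miRNAs is 0.293 M. Without control 3-d replicate 1, the counted totals were between 4829217 and 14906217, close to the paper's 5 M to 15 M. By counted reads, this library therefore lies outside the paper's range. The paper's depth may count other reads than those assigned to miRNAs, and no alternative applied.

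Of the paper's 330 DEMs, 205 were among the 231 here, 108 were below the filter, and 26 of the 231 are not in the paper's Table S1. The paper's log2 fold changes and those computed without a filter had r of at least 0.9999 in each condition across miRNAs.

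The paper states that more miRNAs went down than up, and that this held at 3-d with each dose, while here 155 were higher and 102 lower, with more higher than lower in 11 of the 12 conditions. More lower than higher miRNAs were found without a filter (218 against 188) and with edgeR's exact test without a filter (202 against 181), the latter chosen after seeing the values. At 3-d, lower DEMs outnumbered higher ones with each dose without a filter (45 against 32, 21 against 6 and 56 against 18), with DESeq2's Wald test (51 against 26, 27 against 2 and 38 against 17) and with edgeR's exact test without a filter, chosen after seeing the values (38 against 28, 24 against 4 and 49 against 22). For the low dose at 3-d they did so also with TMM normalization, DESeq2's size factors, library size alone, edgeR's exact test and one fit of all libraries. For the middle dose at 3-d they did so also with edgeR's exact test and one fit of all libraries, and for the high dose at 3-d with TMM normalization and library size alone. With the sum of the precursors, chosen after seeing the values, they did so for the middle and high doses at 3-d. The paper states that the DEMs confined to the high dose rose up to 14-d, and here they numbered 17 at 3-d, 19 at 7-d and 11 at 14-d. The paper states that the DEMs common to the doses become fewer with increasing dose, and here they numbered 5, 17, 10 and 9 from the earliest to the latest time point. Its text places the maximum of the high dose at 14-d, and here it was at 7-d with 64 DEMs, as in its Table S1, where the high dose has 90 at 7-d and 45 at 14-d. The paper counts more conditions above the mean than the 4 found here.

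The paper states that miR-34a-5p and miR-455-3p respond to dose and to time. By the rule in its methods, here miR-34a-5p met neither and miR-455-3p met the rule for dose alone. Without a filter, and with edgeR's exact test without a filter, chosen after seeing the values, miR-34a-5p met it for dose, and the 2 DEMs that met both were miR-127-3p and miR-6324. The same rule applied to the log2 fold changes of the paper's Table S1 gave miR-127-3p and miR-6324 as well, with miR-34a-5p and miR-455-3p meeting it for dose alone. Under none of the alternatives with all libraries did miR-34a-5p or miR-455-3p meet both. For miR-34a-5p, the paper states a fall along the doses at 7-d, where the log2 fold changes here were 3.48, 2.37 and 3.73, and a rise over all time points with the middle dose, where it was 2.89 at 3-d and 2.37 at 7-d. The paper states that miR-122-5p was not differentially expressed, while it was a DEM in 3 conditions here and is listed for 2 in the paper's Table S1. The paper states that miR-455-3p was lowest at 3-d with each dose and differentially expressed there, and here it was not a DEM at 3-d (edgeR adjusted p = 0.260, 0.856 and 0.400). It was called there without a filter, with edgeR's exact test, with DESeq2's Wald test, in one fit of all 48 libraries, without control 3-d replicate 2 or 3 and with edgeR's exact test without a filter, chosen after seeing the values.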

Other observations

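The tests of the values of control 3-d replicate 1, of miR-455-3p at 3-d, of the running numbers and of high dose 3-d replicate 24 were chosen only after the results were seen, while those of shared controls, of common DEMs without control 3-d replicate 1, of depth, of pooled controls and of clusters were planned.

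Control 3-d replicate 1 stood apart from the other 3-d controls. Of the 301 tested miRNAs, 136 were outside the range of the other 3-d controls thinned at random to its 293331 reads, whereas the other libraries, thinned in the same way, had at most 82 (at most 72 among controls). Low depth alone therefore does not account for its values. Its highest r with any other library was 0.924, against at least 0.983 for the thinned libraries, so no other group of these rats explains it as a swapped label. The GC content of its miRNAs was not tested.

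Markers of other cells were examined in this library as log2 ratios to the other 3-d controls. The median was -1.41 for red blood cells (5 of 5 listed miRNAs expressed in the control livers), -1.36 for leukocytes (5 of 5), -0.48 for smooth muscle or stellate cells (5 of 5), -1.31 for epithelium or bile duct (5 of 5), -1.11 for kidney (4 of 5) and -0.72 for hepatocytes (4 of 5). None of these medians was above 0, which argues against RNA from these cells, apart from smooth muscle or stellate cells. In that list 2 of 5 miRNAs were higher, among them miR-214-3p with 64.8 RPM against 26.6, so its median does not decide. A lower share of hepatocytes would have raised all of these other lists. The medians for red blood cells, leukocytes, epithelium or bile duct and kidney fell instead. Too few miRNAs of the other lists had at least 3 reads in this library for their medians to decide. The numbers were 1 of 6 for skeletal or heart muscle (2 expressed in the control livers), 2 of 5 for pancreas (2 expressed) and 2 of 5 for brain (4 expressed). Of those with at least 3 reads, miR-133a-3p of muscle was at 17.0 RPM against 8.01. miR-375-3p and miR-148a-3p of pancreas went opposite ways (938 against 397 and 25343 against 70365). miR-128-3p and miR-138-5p of brain were at 47.7 against 203 and 17.0 against 16.9. With 0 reads were miR-1-3p, miR-133b-3p, miR-206-3p and miR-208a-3p of muscle. The same held for miR-216a-5p, miR-216b-5p and miR-217-5p of pancreas and for miR-124-3p, miR-9a-5p and miR-219a-5p of brain. These miRNAs give no sign of such tissues above the limit of 10.2 RPM. An amount below it cannot be told apart from none. Of the most abundant listed miRNAs, miR-16-5p had 3511 RPM against 9357, miR-142-5p 961 against 2407 and miR-192-5p 96021 against 181825. Single miRNAs went the other way, such as miR-486 with 97896 RPM against 5320, miR-150-5p with 1892 against 574 and miR-145-5p with 651 against 339, which were chosen after their values were seen. The source of the differences stays open, and no biological explanation was tested.

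The low values of miR-455-3p at 3-d may come from this library. Without it, the lowest of the log2 fold changes of the 3 doses was -0.0780, while under the other 3 scalings the highest was -2.38, which argues against normalization. In 100 simulations of unchanged groups against the 3 real 3-d controls, miR-455-3p had a mean log2 fold change of -2.52, and 9.43 DEMs were called on average, of which 9.34 were lower. In these simulations a mean of 3.5 and at most 8 DEMs were common to 3 unchanged groups.

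Groups that share controls have common DEMs by chance. Unchanged groups had a mean of 1.4 common DEMs at 3-d, where 5 were observed and up to 5 occurred in 100 draws, so that shared controls could account for this number. At 7-d, 14-d and 28-d the means were 0.72, 0.59 and 0.74 against 17, 10 and 9 observed, more than in any draw. The controls of these draws were simulated too, so particular deviations of the real controls were not covered. Of the 5 common DEMs at 3-d, 2 were called without control 3-d replicate 1.

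The number of DEMs did not rise with dose. Over the 12 conditions its relation to the median depth of the treated libraries was weak (Pearson's r = 0.254, permutation p = 0.419, Spearman's rho = 0.189, permutation p = 0.557, r without the 2 farthest conditions 0.246). Its relation to the distance in running number between treated and control libraries was Pearson's r = 0.522 (permutation p = 0.0815, adjusted over the 2 relations 0.163), Spearman's rho = 0.589 (permutation p = 0.0467, adjusted 0.0935) and r = 0.575 without the 2 farthest conditions. The conditions share controls, each group has its own running numbers and the labels do not say what the numbers stand for, so that running number and treatment cannot be told apart here. Against all 12 controls pooled, the high dose had 80 unique DEMs, against 92 and 120 for the other doses, so that the pairing with one control group does not account for the low number.

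In high dose 3-d replicate 24, miR-34a-5p was at 28.8 RPM, within the range of the controls. The library it resembled most was control 28-d replicate 16 (r = 0.997 across miRNAs), while its mean r with the other 2 rats of its group was 0.984. A mislabelled library is a candidate explanation. A control is the nearest library for other treated rats too, such as high dose 14-d replicate 7 (r = 0.996), so this test is weak, and a rat without a response stays open as untested. Without this library, the log2 fold change of miR-34a-5p with the high dose at 3-d was 2.91.

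Clusters of neighbouring miRNA genes were searched for coordinated changes that the paper does not report. The 9 tested miRNAs of the Mir17 to Mir92a1 cluster and the 8 of the Mir450a1 to Mir322 cluster gave 0 of 24 results with a Benjamini-Hochberg adjusted p below 0.05 in camera (smallest 0.200) and 4 at an unadjusted p below 0.05. With fry the smallest adjusted p was 0.310, with TMM normalization 0.169, with library size alone 0.253 and with all controls pooled 0.0611.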
